# Combinatorial control of temporal gene expression in the *Drosophila* wing by enhancers and core promoters

**DOI:** 10.1186/1471-2164-13-498

**Published:** 2012-09-20

**Authors:** David D O’Keefe, Sean R Thomas, Kelsey Bolin, Ellen Griggs, Bruce A Edgar, Laura A Buttitta

**Keywords:** Drosophila melanogaster, Core promoter, Cis-regulatory sequence, Microarray, Metamorphosis, Wing Morphogenesis, Terminal differentiation, Cell cycle exit, TATA box binding protein-associated factor

## Abstract

**Background:**

The transformation of a developing epithelium into an adult structure is a complex process, which often involves coordinated changes in cell proliferation, metabolism, adhesion, and shape. To identify genetic mechanisms that control epithelial differentiation, we analyzed the temporal patterns of gene expression during metamorphosis of the *Drosophila* wing.

**Results:**

We found that a striking number of genes, approximately 50% of the *Drosophila* transcriptome, exhibited changes in expression during a time course of wing development. While cis-acting enhancer sequences clearly correlated with these changes, a stronger correlation was discovered between core-promoter types and the dynamic patterns of gene expression within this differentiating tissue. In support of the hypothesis that core-promoter type influences the dynamics of expression, expression levels of several TATA-box binding protein associated factors (TAFs) and other core promoter-associated components changed during this developmental time course, and a testes-specific TAF (tTAF) played a critical role in timing cellular differentiation within the wing.

**Conclusions:**

Our results suggest that the combinatorial control of gene expression *via* cis-acting enhancer sequences and core-promoter types, determine the complex changes in gene expression that drive morphogenesis and terminal differentiation of the *Drosophila* wing epithelium.

## Background

Within many developmental contexts, cells assemble into epithelial sheets and coordinately differentiate to form organs and tissues. This differentiation process often involves changes in cell shape, cell-cycle arrest, and the emergence of cell-type-specific features. Whereas many factors (i.e., transcription factors, signaling pathways, adhesion molecules, and cytoskeletal elements) have been identified that control individual aspects of this differentiative process, it is less clear how these divergent changes in epithelial and cell biology are temporally coordinated to generate the adult structure.

*Drosophila* wing tissue is uniquely amenable to studies that concern epithelial differentiation. During larval stages of development, presumptive wing cells proliferate within a relatively uniform, mono-layered epithelium. When the animal pupariates and metamorphosis is initiated, however, this simple epithelium rapidly transforms into a complex wing structure. The most dramatic changes associated with wing differentiation involve cell shape, as evagination and elongation of the wing pouch gives rise to the much larger wing blade. This process requires wing-cell flattening, creation of a bi-layered epithelium, and the formation of tubes (i.e., wing veins) [1,2]. Coincident with this epithelial morphogenesis, each cell executes its final cell cycle [3,4], adopts a cell-type-specific shape [5,6], and forms a polarized actin-rich wing hair [7], among other things. To identify regulatory mechanisms that initiate and coordinate the terminal differentiation of an epithelium, therefore, we have characterized the changes in gene expression that occur during a time course of *Drosophila* wing metamorphosis.

Our time-course study in the wing reveals a surprisingly complex pattern of gene regulation during metamorphosis, affecting nearly half of the genes in the *Drosophila* genome at one or more time points. We suggest that this complex regulatory pattern results from the combined influence of sequence-specific binding complexes within genetic enhancers, and temporal changes in core-promoter preference. As such, our focused analysis of a single epithelial tissue as it undergoes a dynamic developmental transition, suggests an important role for core-promoter sequences (and associated proteins) in coordinating epithelial differentiation.

## Results

Within a very short period of time (roughly 36 h at 25°C) the wing imaginal disc is transformed from a relatively simple epithelial sheet into a complex structure that resembles the adult wing (Figure 1A). To illustrate this fact, and to confirm the developmental timing of our genotype under study (*w*^*1118*^), wing tissue was dissected at several developmental time points between the late third larval instar (L3) and 36 h after puparium formation (APF). We found that wing pouch evagination began at pupariation and was clearly evident by 2 h APF (Figure 1A,C). By 6 h APF, wing elongation and hinge region constriction were occurring (Figure 1C), as described previously [8]. In addition to gross morphological changes such as these, dramatic changes in shape were also observed at the cellular level. Developing wing tissue was stained for DE-cadherin to reveal the apical shape of each cell [9]. Between 18 and 36 h APF, wing cells adopted a hexagonal shape (a process termed hexagonal packing) [6], and vein/intervein shape differences emerged [5] (Figure 1B). Each wing cell also formed a wing hair during early pupal stages [7], as revealed by F-actin localization (Figure 1B).

**Figure 1:**
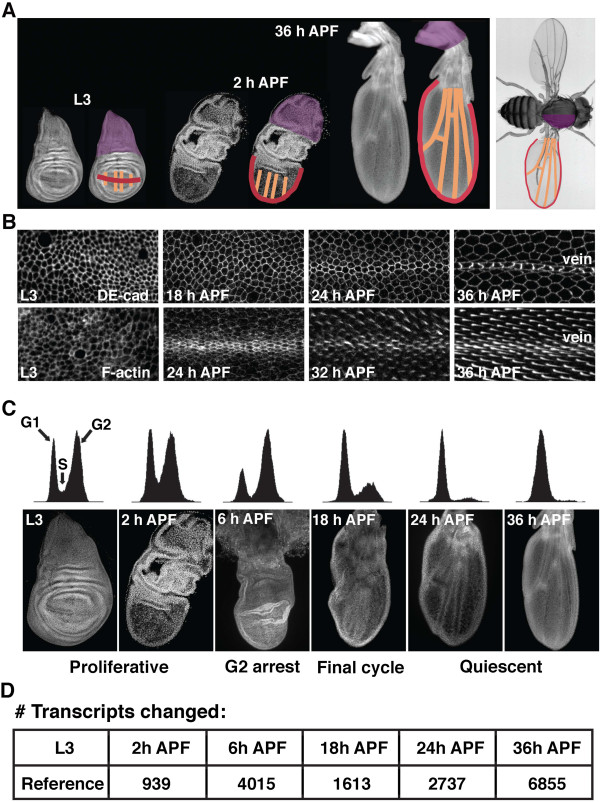
**Early stages of wing differentiation.** (**A**) To illustrate the morphogenetic process of wing-disc elongation, wing tissue from late third larval instar (L3), 2 h after puparium formation (APF), and 36 h APF was dissected and stained for DNA. The wing margin (red), wing veins (orange), and notum (purple) are indicated in developing tissue and the adult fly. (**B**) Between L3 and 36 h APF, each wing epithelial cells adopts a cell-type-specific shape, and differentiates a wing hair. Time courses of wings stained for either DE-cadherin (to visualize apical cell shape) or F-actin (to visualize hair formation) are shown. Images are centered on a presumptive wing vein. Developmental stages are indicated. (**C**) Flow cytometric analysis demonstrates changes in DNA content associated with cell-cycle exit in the wing. At L3 and 2 h APF, presumptive wing cells asynchronously proliferate. By 6 h APF, most cells in the wing temporarily arrest in the G2 phase of the cell cycle, leading to a relatively synchronized final cell cycle between 14 and 24 h APF (represented here by 18 h APF). By 24 h APF, cell proliferation is no longer detected in the wing epithelium, and nearly all cells arrest with a G1 DNA content. Dissected wing tissues stained for DNA are shown for each developmental stage. (**D**) To determine the changes in gene expression associated with wing morphogenesis and cell cycle exit, RNA was collected from six developmental time points between L3 and 36 h APF (corresponding to images shown in (C)), and microarray analysis was performed. Using L3 as a reference sample, the number of transcripts that exhibit a significantly different level of expression is listed for each time point.

Between late L3 and 36 h APF, presumptive wing cells also exit the cell cycle. To precisely determine the timing of this event, we used fluorescence-activated cell sorting (FACS) analysis to characterize the temporal changes in DNA content of wing cells (Figure 1C). The wing epithelium remained proliferative through 2 h APF (i.e., high levels of G1-, G2-, and S-phase cells), but by 6 h APF many cells had temporarily arrested cycling with a G2 DNA content. This results in an *in vivo* semi-synchrony of the final cell cycle. By 18 h APF, most cells in the wing had re-entered the cell cycle and completed their final round of division (i.e., many cells were already in G1, with smaller proportions completing their final S- and G2-phases) [3,4]. By 24 h APF, over 95% of the wing was arrested in G1, and only very rare S- or M-phases were observed in the wing blade (see Additional file 1). No further cell cycling was observed in the wing blade between 24 and 36 h APF.

To capture the gene expression dynamics that drive these developmental changes, we performed a microarray analysis. RNA was isolated from late L3 wing discs (the reference sample), and from wings at 2, 6, 18, 24, and 36 h APF. 

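Wings of w1118 flies, a white-eyed laboratory strain, were dissected at 6 stages, late L3 and 2, 6, 18, 24 and 36 h APF, with the RNA of 10 wings in each sample. Every stage had 4 independently obtained samples except 36 h APF, which had 3 and 1 further array of RNA pooled from its samples B and D, so that 24 arrays were hybridized. RNA was amplified linearly, labelled with Cy3 and hybridized without a second dye. The arrays lay on 6 slides of 4 arrays, and every slide carried 4 different groups. The slide of 1 L3 sample was read as the slide that otherwise had an empty position, because its number was incomplete.
For 14 arrays a stage field in the labels differed from the stage in the title and description. All 4 arrays of 2 h APF carried 24 h in that field and all 4 of 6 h APF carried 36 h. At 18 h APF the field gave L3 for 3 arrays and 24 h for 1, at 24 h APF it gave 36 h for 1 array, and for the pooled array it gave L3. The titles and descriptions name the paper's stages and were used.
The authors scanned the arrays and quantile normalized them together with NimbleScan, and RMA gave 1 intensity per transcript from 3 to 5 probes. Each deposited file held linear intensities for 15473 transcripts, from 16.8 to 64238 over all arrays, and no array repeated another. The deposited table of the whole series held the log2 of the same values for 15469 transcripts, with array medians from 9.28 to 9.58, but its 4 L3 columns held each other's values, so the files of single samples were used. The log2 values of the 23 arrays of independent samples were fitted with limma, with 1 mean per stage and 1 spread per transcript over all stages. A transcript was called changed at a Benjamini-Hochberg adjusted p under 0.05 against L3. Transcripts carried identifiers without gene names, and 17 of them could be tied to a single gene through the synonyms of a Release 6 gene table. These 17 genes are the ones described by name, and another normalization or another test could change which of them passed.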

For technical reasons concerning the dissection, samples from the earliest time points (L3, 2 h, and 6 h APF) contained presumptive notum tissue, whereas the later samples (18, 24, and 36 h APF) did not. This array analysis revealed a striking number of transcripts whose level of expression significantly changed during this developmental time course (Figure 1D). For example, comparison between L3 and 36 h APF yielded 6855 genes that were differentially expressed. 

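LanA and sle were lower than in L3 by 6 h APF. LanA, the alpha chain of laminin, fell from a log2 value of 13.00 ± 0.07 (SD, n = 4) at L3 to 11.08 ± 0.18 (SD, n = 4) at 6 h APF and 9.56 ± 0.26 (SD, n = 4) at 18 h APF (adjusted p = 2.6e-06 and 2.3e-09 from limma). The transcript of sle, a nucleolar protein, fell to 11.08 ± 0.15 (SD, n = 4) at 6 h APF and stood at 12.78 ± 0.19 (SD, n = 4) at 18 h APF, where it was still under its L3 value of 13.27 ± 0.06 (SD, n = 4; adjusted p = 0.033 from limma, but 0.14 when the pooled array was included). Of the 17 named genes 3 rose and 4 fell at 2 h APF, 4 rose and 8 fell at 6 h APF, 3 rose and 5 fell at 18 h APF, and 3 rose and 8 fell at 24 h APF.
Over the whole array 3312 transcripts (21.4% of 15473) changed at 2 h APF, 1685 upward and 1627 downward. The number was 6621 (42.8%) at 6 h APF, with 2911 rises and 3710 falls. It was lower at 18 h APF, with 4225 transcripts (27.3%), of which 2009 rose and 2216 fell, and reached 5459 (35.3%) at 24 h APF, with 2777 rises and 2682 falls. The balance of rises and falls depended on scaling. Under cyclic loess the 6 h calls were even, with 3357 rises and 3363 falls. With array medians centred again falls were in excess at 2 h APF (1374 rises and 1949 falls), 6 h APF (2512 and 4273), 18 h APF (1690 and 2522) and 24 h APF (2279 and 3152). The median rise at 6 h APF was 2.10-fold and the median fall 1.91-fold. With slide as a block in the limma fit the counts were 2911, 6531, 3942 and 5373 in the same order. For each slide that held both L3 and the later stage, transcripts were also called on the arrays of the other slides alone, and 94.3% to 99.3% of them moved in the called direction on that slide, against 70.4% to 79.6% of all transcripts. Samples of 18, 24 and 36 h APF were dissected without the presumptive notum that L3 samples contained, so their counts include any difference between these tissues.

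**Figure D1:**
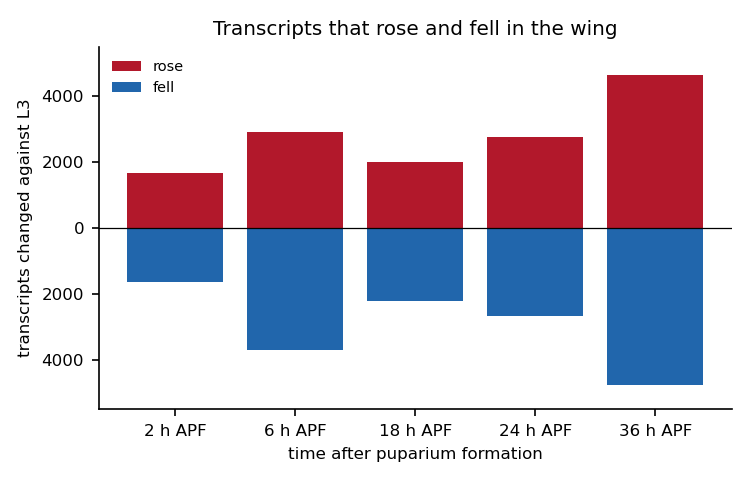
Number of transcripts that rose (upward bars) and fell (downward bars) against L3 at each time after puparium formation, at an adjusted p under 0.05 from limma over 23 arrays. Both bars are tallest at 36 h APF, with 4636 rises and 4764 falls, and shortest at 2 h APF.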

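At 36 h APF sle, LanA and NaPi-III were lower than in the L3 samples, which also contained notum, and Fatp1 was higher. The transcript of sle fell by 3.31 on the log2 scale to 9.96 ± 0.52 (SD, n = 3; adjusted p = 2.3e-12 from limma). LanA fell by 3.22 to 9.78 ± 0.42 (SD, n = 3; adjusted p = 2.9e-09), and NaPi-III, a sodium-dependent phosphate cotransporter, fell by 4.36 to 7.65 ± 0.22 (SD, n = 3; adjusted p = 2.7e-12). Fatp1, a fatty acid transport protein, rose by 2.91 from 10.87 ± 0.12 (SD, n = 4) to 13.78 ± 0.05 (SD, n = 3; adjusted p = 3.4e-11).
Of the 17 named genes 3 rose, 8 fell and 6 did not pass the test. Besides Fatp1, CG31178 rose by 1.46 (standard error 0.41) and rdx, a Cul3 adaptor that targets the Hedgehog effector Ci, by 0.36 (standard error 0.13). CG31178 stood at 5.35 ± 0.49 (SD, n = 4) in L3, a level not known to be above background, so the size of its rise is uncertain. The transcript of mio had a log2 fold change of -2.60 from an L3 value of 10.27 ± 0.16 (SD, n = 4), and Wdr24, which acts with mio in the GATOR2 complex of the TORC1 pathway, fell by 1.50. Uba1, the ubiquitin-activating enzyme, fell by 1.63, fend, an axon guidance gene, fell by 1.64, and HDAC3, a histone deacetylase, fell by 1.15. The other 6 genes had log2 fold changes from -0.24 for CG16974 to 0.24 for alpha-Spec, with kis, a chromatin remodeller, at -0.06. Under cyclic loess normalization alpha-Spec and Dyrk3 passed the test (adjusted p = 0.0037 and 0.035 from limma) and rdx did not (adjusted p = 0.078), and rdx also missed it without L3 3, 36 h APF B or 36 h APF C (adjusted p from 0.051 to 0.075).
Over the array 9400 of 15473 transcripts (60.8%) changed, 4636 upward by a median of 2.44-fold and 4764 downward by a median of 2.35-fold, and 474 rose and 527 fell by over 8-fold. With dim transcripts left out 2913 rose and 4071 fell. The largest rises were those of FBtr0078598, from a log2 value of 4.95 ± 0.08 (SD, n = 4) to 15.00 ± 0.08 (SD, n = 3), and FBtr0078594, with a log2 fold change of 9.60. The largest falls were those of FBtr0082279, with a log2 fold change of -8.09, and FBtr0079357, with one of -7.48. The low ends of these rises and falls lay between 4.95 and 6.05 on the log2 scale. Without a background call they are not known to be above background, so the exact sizes are uncertain. Of all 15473 transcripts, called or not, 9688 had every 36 h array beyond every L3 array, where chance gives 5.71%. With slide as a block 9204 transcripts changed. Of the transcripts called on the arrays of the other slides alone, 95.5% and 95.6% moved in the called direction on the 2 slides that held both stages, against 84.0% and 83.5% of all transcripts.

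**Figure D2:**
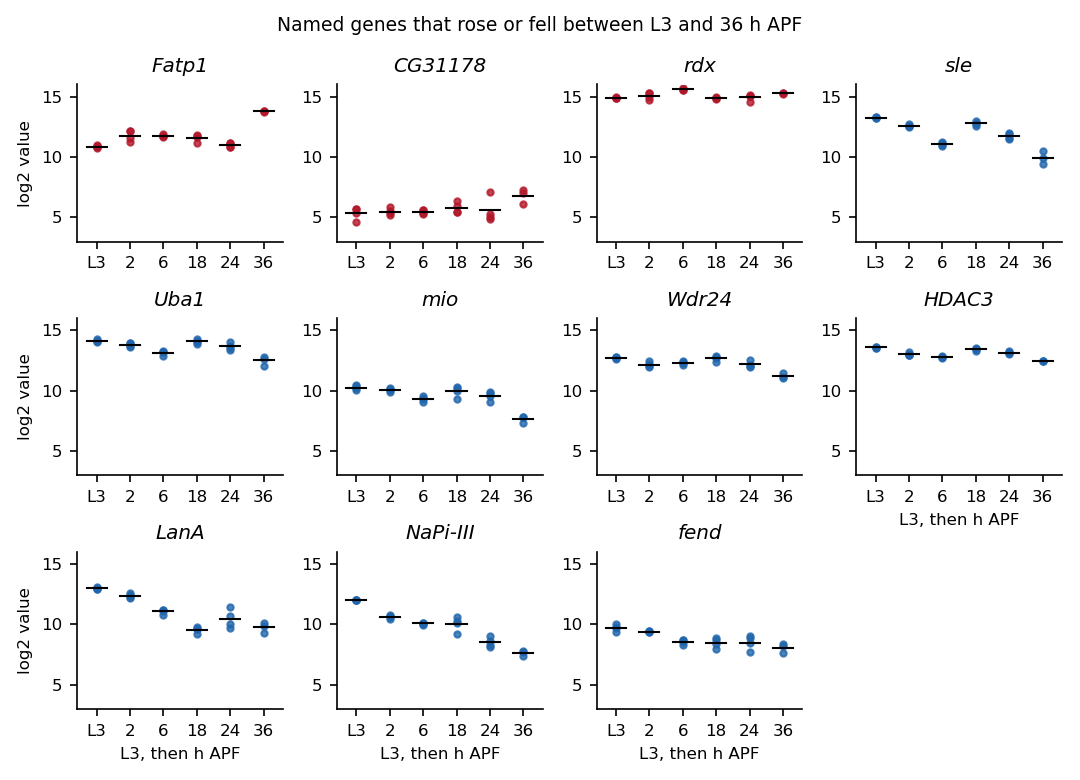
Log2 values of the 11 named genes that changed between L3 and 36 h APF, 1 point per array and a bar at the stage mean, from L3 to 36 h APF. Fatp1, CG31178 and rdx (red) were higher at 36 h APF and the other 8 (blue) lower, and NaPi-III had the largest log2 fold change, -4.36.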

In total, 8338 genes were differentially expressed at one or more time points.

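Among the named genes, 2 changed at every one of the 5 time points. Both fell at each, and they were sle and NaPi-III, with sle at 12.59 ± 0.10 (SD, n = 4) and NaPi-III at 10.65 ± 0.14 (SD, n = 4) on the log2 scale by 2 h APF. The call of sle at 18 h APF was lost when the pooled array was included. A further 5 genes changed at 4 time points and 4 at 3 time points, among the latter Uba1 and mio, which fell at 6 h APF as well as at 36 h APF. Of the remaining genes 1 changed at 2 time points, rdx, which rose at 6 h APF to 15.60 ± 0.06 (SD, n = 4), and 5 at 1 time point. No named gene rose at one time point and fell at another.
Over the array 11789 transcripts changed at one or more time points, 1210 of them at all 5 and 4017 at 1. Of these, 5446 only rose, 4910 only fell, and 1433 rose at one time point and fell at another. The 36 h APF comparison alone held 79.7% of them, and 2732 changed at that stage and no other. A single moderated F test over the 6 stages in limma gave 11592 transcripts.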

### Gene expression dynamics during differentiation of the wing

With such a large number of differentially expressed genes, we explored computational methods of categorizing and grouping genes to identify patterns within the data. We first used self-organized mapping of genes (ordered by similarity across the five time points) to intuitively display global gene-expression dynamics. This provided a clear view of general changes in gene expression over time, but masked many discrete temporal patterns by grouping them in with the most common trends (see Additional file 2).

We next used hierarchical clustering to organize all 8338 differentially expressed genes. From this analysis, we estimated that the dataset contained between 25 and 30 distinct temporal patterns of gene expression. Based on this information, we used the Genesis program to perform k-means clustering, imposing values of *k* that ranged from 26–40. 

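Profiles of the 5 time points were clustered by k-means at 26, 30 and 40 clusters for the 10256 transcripts that passed the limma test with a change over 1.5-fold at one or more time points, 14 named genes among them. The 26-cluster solution placed 82.5% of the variance of the log2 fold changes between clusters, and the 30-cluster and 40-cluster solutions 83.6% and 85.5%. Mean profiles with a correlation over 0.95 made up 11 of the 325 pairs of clusters at 26 clusters, 14 of 435 at 30 and 23 of 780 at 40. The nearest 2 means lay 0.94, 1.00 and 0.84 log2 units apart. Clusters held a median of 234 transcripts at 26, 179 at 30 and 143 at 40, and the smallest held 44, 37 and 29. At 30 clusters mio, Uba1 and Wdr24 shared 1 cluster of 535 transcripts, and alpha-Spec and kis another of 523.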

We empirically determined that 30 clusters represented the optimal number of temporal expression patterns, without generating too many similar or overlapping clusters. Additional file 3 shows the pattern of expression for each k-means cluster and Supplemental text files 1–30 contain the transcript list and complete data for each cluster. We next hierarchically organized the genes within each k-means cluster, and ordered the clusters to generate a heat map, which represents the global changes in gene expression that occur during metamorphosis of the wing (Figure 2).

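The mean profiles fell into a few families, and named genes marked several of them. The cluster of 535 transcripts that held mio, Uba1 and Wdr24 had a mean log2 fold change of -0.42 at 6 h APF, -0.19 at 18 h APF and -2.05 at 36 h APF. A cluster of 197 transcripts with sle went lower at each of these stages, with means of -2.43, -0.81 and -3.34. LanA lay in a cluster of 158 transcripts whose mean was already -1.94 at 18 h APF and -1.95 at 36 h APF. Rising transcripts included the 292 of the cluster with Fatp1, with a mean of 2.37 at 36 h APF, and the 1204 of the largest cluster, which held CG31178 and had a mean of 1.01 there. His4r, a replacement histone H4, and rdx shared a cluster of 571 transcripts whose mean was highest at 6 h APF, at 0.94.
Sorted by the time of their largest mean change, 7 clusters with 3376 transcripts were highest at 36 h APF and 7 with 3576 transcripts lowest there, 32.9% and 34.9% of those clustered. Another 7 clusters with 1210 transcripts were highest at 6 h APF and 2 with 771 lowest there. At 24 h APF 3 clusters with 917 transcripts were highest and 3 with 305 lowest, and 1 cluster of 101 was lowest at 18 h APF. The clusters were computed here on the 10256 transcripts of this test, from 25 random starts and in another program than the study's. Their numbers and sizes are therefore not those of the study.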

**Figure 2:**
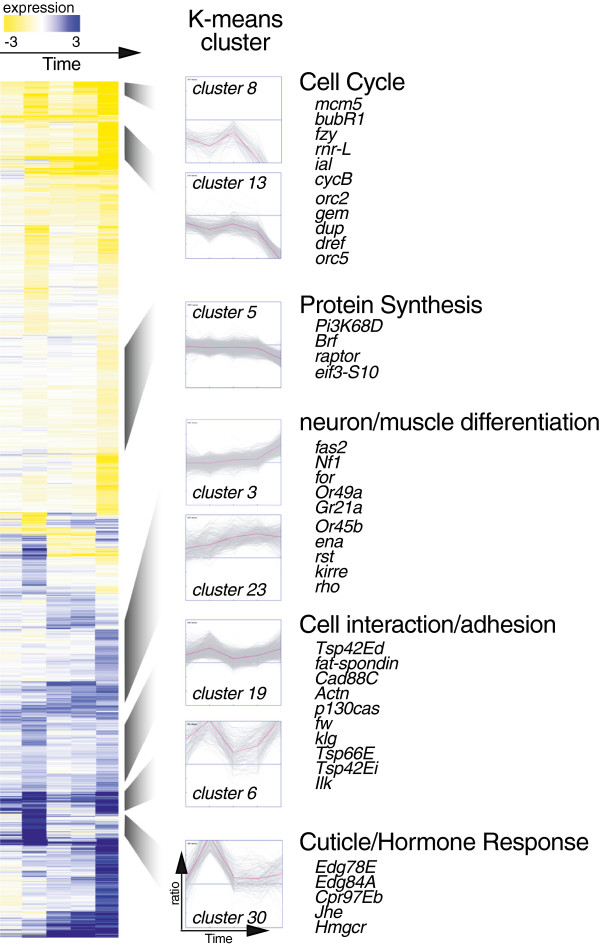
**Dramatic changes in gene expression take place during wing differentiation.** A compressed heat map shows significant global gene expression changes for 8338 genes in the wing between late L3 and 36 h APF (proliferating L3 wing tissue was used as the reference sample). Each row corresponds to a single gene and each column represents an individual time point. Expression values (log_2_) are color coded according to the legend at the top. Using k-means clustering (see Materials and Methods), genes were grouped into 30 clusters based on expression profile similarities. Expression plots are shown for selected k-means clusters and approximately aligned to corresponding regions of the heat map. Plots of all 30 k-means clusters are shown in Additional file 3. For each cluster, the normalized log_2_ expression level of each gene (grey lines) is plotted as a function of time (x-axis). The magenta line represents the average expression of all genes within a cluster. Examples of genes and enriched gene ontology terms for the selected clusters are listed at right.

### Enhancer motifs are enriched in co-regulated clusters

We first examined gene ontology (GO) enrichment within the 30 k-means clusters to see if clusters with similar temporal patterns of expression contained functionally related genes. For this analysis 118 GO terms were used. Sorting clusters based on GO enrichment, however, did not group clusters with similar patterns of expression (see Additional file 4). During differentiation of the wing, therefore, GO terms do not accurately predict the temporal pattern of expression for a given gene.

We next asked whether similarly regulated clusters of genes share known regulatory motifs (i.e., transcription factor binding sites) within upstream enhancer regions. A database of 87 known *Drosophila* transcription factor-binding motifs (based upon the FLYREG motif set) was used for this analysis [10]. We also added several motifs to this dataset, including the mammalian E2F motif from Transfac, and custom motifs for *Drosophila* Myc, Ecdysone Receptor/Ultraspiracle complex (EcR/USP), Trithorax-like (Trl), Medea (Med), and *Drosophila* E2F. These custom motifs were obtained by performing MEME analysis on previously described target genes [11-13], and by deriving a consensus from two *Drosophila* E2F binding sites identified by Yamaguchi and colleagues [14]. The Med motif was obtained by MEME analysis of confirmed direct Decapentaplegic (Dpp) signaling target genes in the wing (DOK and LAB, manuscript in preparation). Finally, a starvation responsive E-box motif [15] was also included. See Additional file 5 for details concerning these custom motifs. Additional file 6 provides the position-specific scoring matrices (PSSM) for all motifs used for this analysis.

For each gene, 1 kb of sequence immediately upstream of the transcriptional start site (TSS) was defined as the DNA-search space. This amount of sequence provided a good compromise between capturing important regulatory elements and minimizing sequence search space, which can decrease enrichment. We empirically tested search spaces of 1, 2, and 3 kb upstream of each TSS, and found the greatest amount of motif enrichment and/or depletion when 1 kb of sequence was analyzed. This finding is consistent with published data concerning *Drosophila* regulatory elements [16,17], but certainly does not identify all binding sites within target-gene enhancers and will omit binding sites outside of the 1-kb window and in introns.

In Figure 3, the average change in gene expression for each cluster is represented by the heat map at the top, and the most significantly enriched GO term for each cluster is listed (if p < 10^-5^). Clusters were ordered based on similarities between the temporal patterns of gene expression. We found that a number of motifs known to regulate cell growth, protein synthesis, and the cell cycle (e.g., E2F, Myc, DNA-Replication-related Element Factor (Dref), Mothers against Dpp (Mad), Med, and Brinker binding motifs [18-24]) were frequently enriched in the upstream sequences of the same clusters. In addition, expression of these clusters generally declined during pupal stages of development and upon cell-cycle exit (Figure 3C). An interesting exception to this rule was cluster 29, which contains many of these same binding sites, but is characterized by increased levels of expression during pupal stages (further discussed below). We also found that motifs associated with tissue differentiation (e.g., Caudal, Crocodile, Engrailed, and Ultrabithorax binding motifs [25-32]) were significantly depleted in clusters with declining levels of expression (Figure 3C). Instead, these differentiation-associated motifs were enriched in clusters that increased expression during pupal time points. Finally, clusters that exhibited a strong peak of gene expression (log_2_ > |3|) at 6 h APF (or a dip in the case of cluster 28) were typically associated with Broad binding-site enrichment. This suggests that Broad mediates a transcriptional response to Ecdysone signaling at 6 h APF in the wing (Figure 3C). This likely mediates the G2 arrest that characterizes the 6 h APF wing, as two high-scoring potential Broad binding sites are found upstream of the gene *string,* whose downregulation mediates the temporary G2 arrest. 

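At 6 h APF sle, Uba1 and mio were lower than in L3, and rdx, Fatp1 and His4r were higher. The sle transcript fell by 2.19 on the log2 scale against L3 (standard error 0.16, adjusted p = 6.4e-10 from limma), Uba1 fell by 0.99 (standard error 0.16, adjusted p = 3.5e-05) and mio fell by 0.94 (standard error 0.21, adjusted p = 0.00074). Upward, rdx rose by 0.70 (standard error 0.12, adjusted p = 8.3e-05), Fatp1 by 0.91 (standard error 0.17, adjusted p = 0.00018) and His4r by 0.74 (standard error 0.26, adjusted p = 0.026, but 0.12 with the pooled array included). None of the 17 reached a change over 3 on the log2 scale.
Such a change at 6 h APF, larger than that at 2 and at 18 h APF, was found for 480 transcripts, 380 with a peak and 100 with a dip. The transcripts with a peak had median log2 fold changes of 0.92 at 2 h APF, 4.47 at 6 h APF, 0.49 at 18 h APF and 1.96 at 36 h APF. For 199 of them the value at 18 h APF did not pass the test against L3. Those with a dip had medians of -0.65, -3.40, -0.84 and -2.54 at the same times. Samples of 6 h APF contained presumptive notum and those of 18 h APF did not, so the return toward L3 values may include a difference in tissue. Among the 30 clusters computed here, 5 with 478 transcripts had a mean over 3 at 6 h APF that was their highest.

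**Figure D3:**
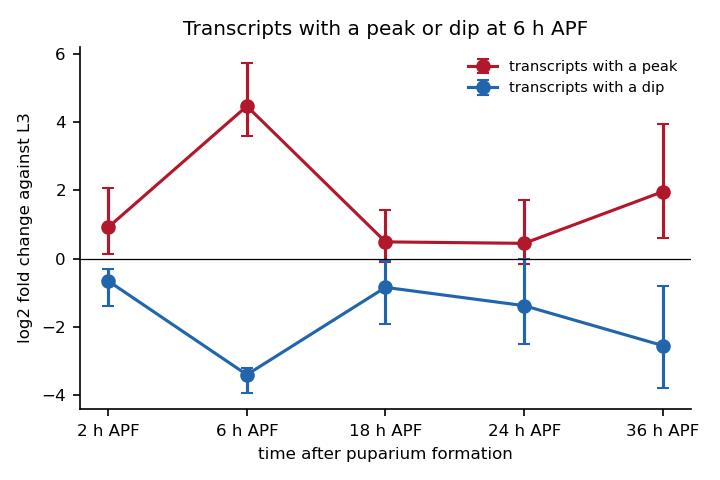
Median log2 fold change against L3 at each time after puparium formation for the 380 transcripts with a peak (red) and the 100 with a dip (blue) at 6 h APF, with bars from the lower to the upper quartile of the transcripts. The medians at 6 h APF are 4.47 and -3.40, and both lines lie nearer 0 at 18 h APF, when samples no longer contained notum.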

Our data suggests that in the differentiating wing enhancer motifs are generally enriched in clusters of genes with similar temporal patterns of expression.

**Figure 3:**
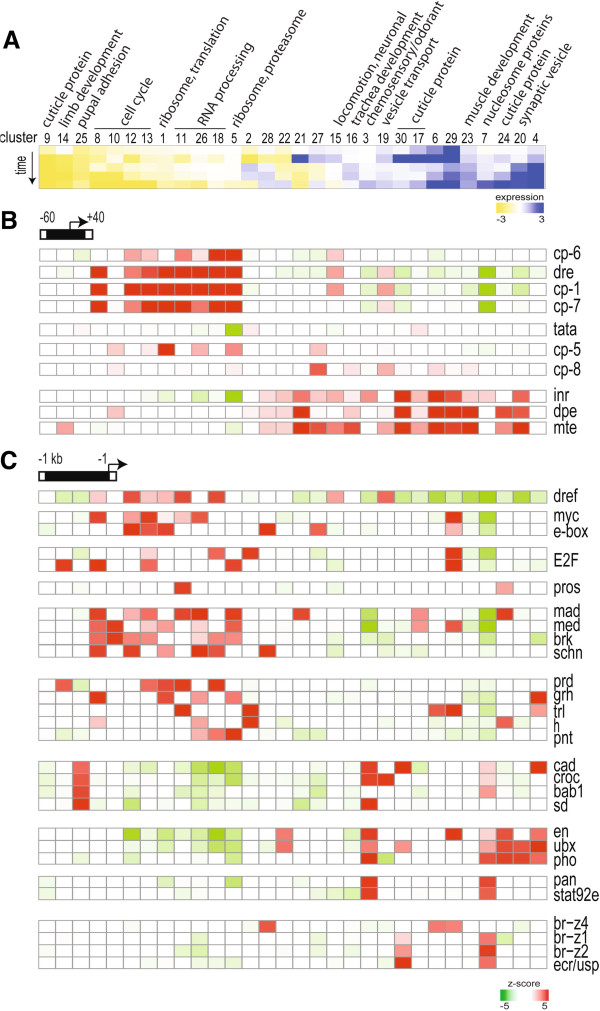
**Enrichment of core promoter types and regulatory motifs within gene expression clusters.** (**A**) Clusters were grouped based on temporal patterns of expression, which are represented by the heat map (y-axis is time). Average expression values for genes within a cluster are shown. For each cluster, the most significantly enriched gene ontology (GO) term is listed (only when p < 10^-5^). (**B**) All 30 clusters were examined for statistically significant (z-score > |3|) enrichment (red) or depletion (green) of ten core *Drosophila* promoter motifs (see Materials and Methods). The search space was defined as the 100 bp spanning the transcriptional start site (−60 to +40 bp). Certain core promoter motifs were frequently enriched in the same clusters. For example, DRE, CP-1, CP-7, and CP-6 motifs were typically enriched within a similar subset of clusters. In addition, these clusters tended to decrease expression over time. In contrast, INR, DPE, and MTE motifs were often found together in clusters that increased expression over time. TATA motifs were rarely enriched or depleted. (**C**) All 30 clusters were examined for significant enrichment or depletion of 87 known *Drosophila* transcription factor binding motifs. The search space was defined as the 1 kb immediately upstream of the transcriptional start site. A group of motifs known to regulate cell growth, protein synthesis, and the cell cycle (e.g., E2F, Myc, Dref, Mad/Med/Brinker) were enriched and frequently found together in clusters that decreased expression over time and upon cell-cycle exit. Clusters that decrease expression over time were also depleted for a group of motifs associated with tissue differentiation (e.g., Cad, Croc, En, Ubx). These differentiation-associated motifs were instead enriched in clusters that increased expression during pupal time points.

### Core-promoter types strongly correlate with co-regulated clusters of genes

A previous study used cell sorting coupled with serial analysis of gene expression (SAGE) to reveal a role for Dref in controlling gene-expression changes during differentiation of the *Drosophila* eye [33]. Dref is a transcription factor that acts as a component of a transcription-initiation complex containing TBP-Related Factor2 (TRF2) [34]. The Dref regulatory element (DRE) is found in upstream regulatory regions of many cell-cycle genes (e.g., *pcna*[35]), but is also one of the most common core-promoter motifs identified in *Drosophila*[36]. We found DRE enrichment in clusters of genes with declining levels of expression during terminal differentiation, which generally contained genes involved in the cell cycle and ribosomal biogenesis. This finding, combined with recent work demonstrating a role for core-promoter components in regulating gene transcription during development [37], prompted us to examine whether core-promoter types are associated with specific temporal patterns of gene expression in the differentiating wing. For each of the 30 k-means clusters, therefore, we asked whether ten core *Drosophila* promoter motifs (see Materials and Methods) were either enriched or depleted. The 100 bp spanning the TSS (from −60 to +40 bp) was defined as the DNA-search space for this analysis. Certain core-promoter (CP) motifs (i.e., DRE, CP-1, CP-7, and CP-6) were frequently found together in clusters of genes with declining levels of expression during wing differentiation. In contrast, Initiator (INR), Downstream Promoter Element (DPE), and Motif-Ten Element (MTE) motifs were often found together in clusters that increased expression over time. TATA motifs were rarely enriched or depleted in these k-means clusters (Figure 3B). In the developing wing, therefore, core-promoter type strongly correlates with the temporal patterns of gene expression, suggesting a change in core promoter usage upon terminal differentiation.

### Clusters enriched for certain motifs contain verified target genes

To ask whether motif enrichment within a cluster indicates that these genes are regulated by a common factor (i.e., the transcription factor that binds the motif), we compared selected clusters to published datasets of verified target genes. For example, cluster 30 is enriched in EcR/USP motifs. To validate that this cluster represents a true EcR/USP regulon, we compared genes within this cluster to previously identified EcR/USP targets [38] (Figure 4A). Similarly, clusters 13 and 29 are enriched in the starvation-associated E-box motif, the Myc motif, and the *Drosophila* E2F motif. Genes from these two clusters were therefore compared to starvation-response genes [39], Myc target genes [15], and E2F target genes [40] (Figure 4B-D). In every case except one, significant enrichment for the independently validated target genes was observed (as measured by hypergeometic probability < 0.05). Observed enrichment was most significant when similar tissues and developmental stages were compared. This likely reflects tissue- and temporal-specific target-gene expression, as expected. Strikingly, genes within clusters 13 and 29 are enriched for both Myc and E2F motifs, yet they are characterized by different core promoter motifs, and are regulated in an opposite fashion (i.e., expression of cluster 13 and 29 decline and rise during wing differentiation, respectively). Nonetheless, the majority of genes in cluster 13 and 29 were independently validated as legitimate Myc and E2F target genes. However, nearly all cluster 13 Myc/E2F targets *increase* in response to Myc or E2F overexpression (Figure 4C,D, blue in heat maps), whereas nearly all cluster 29 genes *decrease* in response to Myc or E2F overexpression (Figure 4C,D, yellow in heat maps). Our data suggest that this dramatic switch in gene-expression behavior may depend upon the type of core promoter, although we cannot exclude the contribution of other enhancer motifs to gene expression in these clusters.

**Figure 4:**
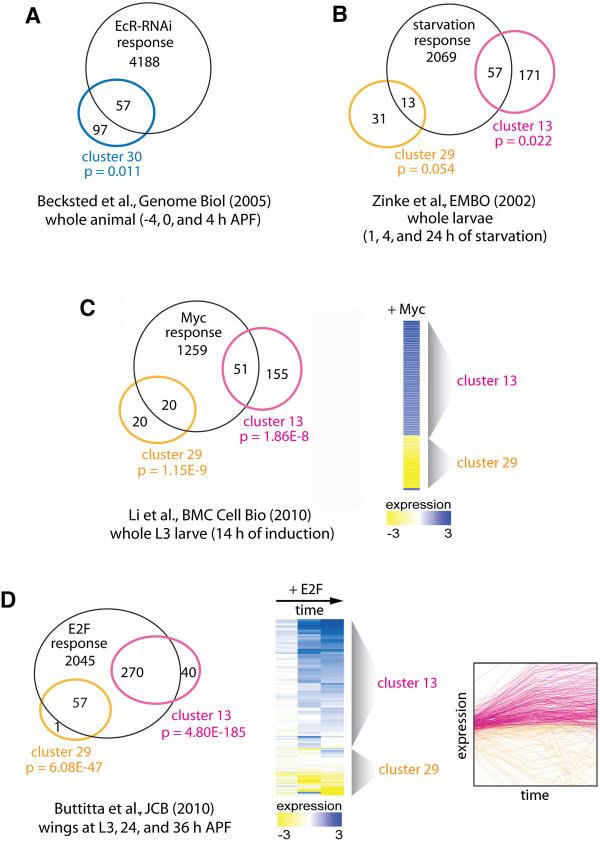
**Motif-enrichment validations.** Gene clusters with significant motif enrichment were compared to published datasets. For example, cluster 30 was enriched for EcR/USP binding sites, so genes within cluster 30 were compared to independently identified EcR/USP target genes (**A**). This analysis was repeated for clusters 29 and 13, which were both enriched for the starvation-associated motif (**B**), the Myc motif (**C**), and the Drosophila E2F motif (**D**). In every case but one, significant enrichment for independently validated target genes was observed. Confirmed Myc target genes within Cluster 13 are generally induced by Myc expression, whereas cluster 29 genes are generally repressed by Myc expression (see heat map (C)). Similarly, verified E2F targets within clusters 13 and 29 are generally upregulated and downregulated by E2F expression, respectively (see heat map and expression plot (D)).

### Core-promoter type may influence gene-expression behavior

In our analysis, each transcript has a unique identifier, providing the transcription start location (TSS) for each isoform. Thus, all transcripts were treated as separate entities, allowing us to include alternate TSSs in our analysis. This raised the interesting question of whether genes with multiple TSSs that contain different core promoter types, switch core-promoter usage during differentiation.

In the *Drosophila* genome, 14% of genes are predicted to utilize multiple TSSs. Based on our analysis, a small number, 10.5% of these have identifiable DPE or DRE core promoter motifs. Of this small number of genes, there are 20 genes within the *Drosophila* genome that have a DRE at one promoter and a DPE (or another promoter motif) at an alternative TSS. In our wing dataset, nine of these genes had at least two temporally regulated transcripts that use fundamentally different core promoters. In all nine cases, the complement of promoter motifs predicted the transcript’s overall expression behavior and cluster assignment (Table 1). Transcripts from the same gene that utilized different core-promoter types did not cluster together, whereas transcripts from different genes with similar promoters frequently clustered together (e.g., clusters 3 and 23; see Table 1). These nine genes represent 22 transcripts. For 20 of the 22 alternate TSS transcripts, the predicted core promoter enrichment for the assigned cluster also correctly predicted the transcript expression pattern. For these genes, core-promoter sequences could exert a greater influence on temporal patterns of expression than more distal regulatory sequences.

**Table 1:** Cluster assignments for genes with alternate TSSs

**Gene**	**TSS type**	**Cluster**	**TSS type**	**Cluster**
Alh	Non-DPE	12	DPE	23
br	Non-DPE	9,10*	DPE	21
CG17292	Non-DPE	1	DPE	3
CG1906	DRE	5,15	Non-DRE	3
CG32158	DRE	25	Non-DRE	3
ATP-alpha	DRE	5	Non-DRE	23
Mod(mdg4)	DRE	5,18	Non-DRE	16,19*
Rtnl1	DRE	26	Non-DRE	3,9
CG4390	DRE	13	Non-DRE	3

A small number of genes in our data set employ multiple TSSs that are associated with different types of core promoters. Transcripts associated with these genes often exhibited different temporal patterns of expression (i.e., were assigned to different clusters), which was predicted by the type of promoter, in all except for two transcripts (indicated by an asterisk).

### Changes in expression of core promoter-associated factors upon terminal differentiation

We next examined the patterns of expression for genes that encode core promoter-binding proteins, general transcription components, and TBP-associated factors (TAFs). Expression data from the wing developmental time course was extracted for these genes, and hierarchical clustering was used to group them according to their temporal pattern of gene expression (Figure 5A, Additional file 7). Significant changes in expression were observed for core promoter element binding proteins (e.g., Dref and Boundary Element-Associated Factor (BEAF)), and TFIID components (e.g., TAFs and testes-specific TAFs (tTAFs)). Expression levels of Dref, several TAFs (2, 5, 7, 8, and 13), and an isoform of BEAF (transcript RA) that binds the DRE [41] all declined during terminal differentiation of the wing. In contrast, expression of TRF2 (a Dref partner [34]), an isoform of BEAF (transcript RB), several TAFs (3, 11, 12, and 10b), and select testes-specific TAFS (*males in absentia (mia), cannonball (can), andnohitter (nht)*) increased during the developmental time course. These observations support the hypothesis that a change in core promoter usage may be associated with terminal differentiation in the wing.

**Figure 5:**
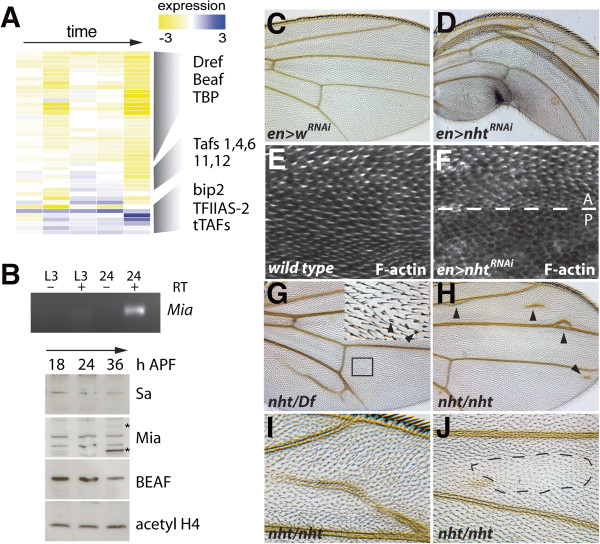
**Changes in core-promoter binding proteins may affect wing differentiation.** (**A**) Expression data from the wing developmental time course for genes that encode core promoter binding proteins, general transcription components, and TBP-associated factors (TAFs). Each row corresponds to a single gene and each column represents an individual time point. Expression values (log_2_) are color coded according to the legend at the bottom. Specific groups of genes are indicated. The complete clustering of all 72 genes is provided in Additional file 7. (**B**) RT-PCR and western blot analyses were used to examine RNA or protein levels for selected factors in pupal wing tissue. By microarray analysis *sa*, which is a tTAF, did not increase expression at the time points shown. This was verified by western blot. Levels of the tTAF Mia increased in the wing, both by RT-PCR (at 24 h APF) and western blot (at 36 h APF). Mia-specific bands at 35 and 70 kD (indicated by asterisks) are observed with anti-Mia antibody in select tissues (N. Haugen and D. Wassarman, personal communication). BEAF decreased in the wing over time. Acetylated histone H4 served as a loading control. (**C-F**) Using UAS-RNAi lines, *engrailed-Gal4* was used to inhibit either *white* (*w*), or *nht* in the posterior wing*. Tubulin-Gal80*^*TS*^ was used to limit RNAi expression from the second larval instar until eclosion. Compared to controls (C), *nht* reduction affected posterior wing growth and cuticle integrity (D). Staining for F-actin reveals developing wing hairs at 34 h APF (E). Compared to the anterior control, expression of *nht* RNAi led to delay in wing hair formation in the posterior (F). *nht*^*z5946*^ hemizygotes, exhibit ectopic vein and multiple wing hair phenotypes (**G**, inset). Two *nht* alleles in trans (*nht*^*z5347*^*/nht*^*z5946*^) at 25°C exhibit ectopic vein (indicated by arrowheads in **H**, with 20X magnification in **I**). Approximately 10% of *nht*^*z5347*^*/nht*^*z5946*^ females exhibit patches of thin, small wing hairs (outlined by dashed line in **J**).

To verify the expression-array data, western-blot analysis was used to examine protein levels for selected factors in pupal-wing tissue (Figure 5B). By microarray analysis, the tTAF *spermatocyte arrest* (*sa*) did not increase expression at the time points shown. This was verified by western blot, and demonstrates selectivity in tTAF regulation within the differentiating wing (i.e., not all tTAFs were co-regulated). Levels of the tTAF Mia increased in the wing at later stages of development (both by RT-PCR and western-blot analyses), whereas total levels of BEAF decreased in the wing over time.

Using inducible RNAi transgenes, we then reduced levels of several TAFs and testes-specific TAFs (tTAFs) and examined the effect on differentiation of the wing. Because many of these genes can affect general transcription, we used the temperature-sensitive Gal80 system, in combination with wing Gal4 drivers, to express RNAi constructs from the mid-larval stage of development (L2) until eclosion (i.e., the adult stage). RNAis to specific TAFs and core promoter-associated genes resulted in disrupted wing phenotypes when expressed *via apterous-Gal4.* These included *bip3* (TAF3) and *TFIIAS-2* (Additional file 8). Employing the same experimental protocol for the tTAF *can* resulted in lethality. When the tTAF *nht* was inhibited in the posterior wing using *engrailed-Gal4* (L2 to eclosion), defects in posterior wing growth and cuticle integrity were observed (Figure 5D). Terminal differentiation in *nht* RNAi-expressing wings was assessed at the cellular level by staining these wings for F-actin at 34 h APF. Beginning at this stage of development, every cell in the wing blade forms an actin-rich wing hair, which is an early differentiation event. Expression of *nht* RNAi in the posterior wing led to a cell-autonomous delay in wing-hair formation and terminal differentiation (Figure 5F), revealing an unexpected potential somatic role for *nht*.

In further support of a function for *nht* in the wing, we noted that flies hemizygous for the EMS loss of function alleles *nht*^*z5946*^ or *nht*^*z5947*^[42] were sub-viable and 50% of escapers were developmentally delayed by 24 hours during the pupal stage. Nearly all *nht*^*z5946*^ hemizygous adults exhibited ectopic wing vein phenotypes (Figure 5G) and 10% exhibited multiple wing hair phenotypes (Figure 5G, inset). Fifty percent of *nht*^*z5347*^*/nht*^*z5946*^ transheterozygous males exhibited a mild ectopic vein phenotype in the anterior wing and 10% of females raised at 25°C exhibited ectopic vein (Figure 5H-I) and occasional patches of small, thin wing-hairs (Figure 5J).

Vein refinement involves the coordinated action of multiple signaling pathways and a developmental delay can affect the vein the refinement and limitation process. Other genotypes exhibiting wing hair developmental delay also exhibit multiple wing hairs or thin wing hair phenotypes [43], further suggesting a developmental delay in the wing occurs due to loss of *nht*. This result, combined with the promoter/motif analysis, suggests that a change in TAFs and core-promoter type preference may play an important role in regulating gene expression during differentiation of the wing. In total, our results indicate that the combinatorial influence of enhancer occupancy and core-promoter usage shapes the spatial and temporal patterns of gene expression that drive epithelial differentiation.

## Discussion

### Dramatic gene-expression changes during metamorphosis of the wing

Previous studies with whole animals estimated that 10% of the genome is differentially regulated during metamorphosis [44-46]. Many tissue-specific changes in gene expression are likely obscured by using whole animals however, as Li and White found that expression levels for 17% of the genes in the genome are significantly affected in at least one of five tissues during the developmental transition into metamorphosis [47]. Strikingly, our analysis of wing tissue during metamorphosis revealed significant changes in expression for ~50% of the genome (8338 genes). This likely reflects the wide range of developmental and cellular processes that are involved in differentiation of the wing (e.g., cell adhesion, cytoskeletal remodeling, apoptosis, neurogenesis, and cuticle formation). 

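Every one of the 17 named genes passed the test at one time point or more, from SuUR, a regulator of DNA underreplication that passed the test at 18 h APF alone, to sle and NaPi-III, which passed it at all 5. For CG16974 and His4r this rested on 6 h APF alone, where CG16974 did not pass with array medians centred again (adjusted p = 0.055 from limma) and His4r did not pass with the pooled array. With that array sle did not pass at 18 h APF either. In the whole set 76.2% of the 15473 transcripts on the array changed in at least 1 comparison with L3. The share was 66.3% when a change over 1.5-fold was also required and 48.0% when a change over 2-fold was. The unit counted was the transcript, since gene names were known for too few of them to count genes. From the share of genes affected in the wing, the paper proposes that the changes draw on many developmental and cellular processes of wing differentiation, among them adhesion, cytoskeletal remodelling and cuticle formation.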

Changes to the cell cycle are particularly dynamic during this developmental time period (late L3 to 36 h APF), as initially proliferative cells temporary arrest in G2, synchronously execute a final cell cycle, and permanently exit the cell cycle in G1 (Figure 1). Our results indicate that such a breadth of developmental changes ultimately depends upon the modulation of several thousand genes. Our data suggests that this dynamic program of gene-expression regulation involves combined inputs from both enhancer sequences and the type of core promoter. Furthermore, this suggests that only a small proportion of genes will truly fit the definition of “constitutive” or “housekeeping” when examining dynamic developmental processes across multiple tissues.

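None of the 17 named genes was steady through all 5 comparisons, including kis and alpha-Spec, a spectrin of the membrane skeleton, which ended at 13.03 ± 0.23 and 12.45 ± 0.19 (SD, n = 3) on the log2 scale at 36 h APF, within 0.25 of their L3 means of 13.09 ± 0.12 and 12.21 ± 0.17 (SD, n = 4). No change was called at any time point for 3684 transcripts (23.8%). Dim transcripts were called less often: the share without a call was 37.1% among transcripts with a mean under the median of all log2 values, 9.46, and 10.3% among the 7677 above it. This left 790 transcripts of above-median signal without a call. The 95% limits of all 5 fold changes from limma stayed under 2-fold for 2298 of the transcripts without a call, 14.9% of the array, and under 1.5-fold for 622.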

### Temporal gene-expression patterns correlate most strongly with core-promoter types

In the differentiating wing, gene expression patterns were not highly correlated with GO term enrichment, i.e., functionally related genes were not co-regulated. Instead, shared upstream-regulatory motifs and the type of core promoter were more accurate predictors of a gene’s temporal pattern of expression. These findings are in contrast to a recent analysis, which suggests that co-regulated genes in *Drosophila* are more likely to share GO terms than transcription factor binding sites [48]. These authors based their conclusions on gene-expression data from whole organisms, an approach that may have masked tissue-specific patterns that are necessary to find shared transcription factor binding sites. Instead our analysis is consistent with the findings of FitzGerald et al., [49] which found core promoter type strongly correlated with gene expression in embryos vs. adults. We also found that enrichment for a particular type of core promoter more accurately predicted a gene’s temporal pattern of expression than enrichment for any particular enhancer motif within 1 kb of the TSS. Comparing the same tissue at multiple developmental time points, therefore, has revealed an unappreciated level of transcriptional regulation that depends upon the core-promoter type. As the wing differentiates, we found a shift in expression away from genes with DRE, and certain core promoter types (CP-1, -6, and −7), toward genes that use INR, DPE, and MTE promoter elements. This trend even held true for genes with multiple TSSs containing different core promoters, where in nearly every case we observed a shift in TSS usage during differentiation (Table 1). This shift may reflect changes in TAF and core promoter associated factors during terminal differentiation, and is consistent with studies that have found wing differentiation functions for additional components of the basal transcription machinery (summarized in Additional file 9) [50-53].

### The type of core promoter may dictate target-gene induction or repression in response to Myc and E2F

For general enhancer analysis, promoters such as the *heat-shock protein* (*HSP*) 70 TATA promoter are thought to be sufficient. Validation of the reporter-gene expression pattern is typically performed at a limited number of pre-selected time points, and reporters that recapitulate the expected pattern are chosen. Our data suggest however, that such constructs may miss important aspects of temporal regulation that are not captured by an arbitrary choice of core promoter.

Two gene clusters in our dataset (cluster 13 and 29) were enriched for both E2F and Myc binding sites, and regulated known E2F and/or Myc target genes [15,40]. However, most genes within cluster 13 were induced by dMyc/dE2F1, whereas most genes within cluster 29 genes were repressed by dMyc/dE2F1 activity (Figure 4). The latter represents a non-canonical response, as these factors primarily activate transcription when overexpressed. We identified a difference in core-promoter sequences between these two clusters, as cluster-13 genes were enriched for DRE, CP-1, -6, and −7 sequences, whereas cluster-29 genes were enriched for DPE, MTE, and INR sequences. This finding, together with our observation that the expression of genes encoding for core promoter-associated proteins were temporally regulated in the differentiating wing, suggests that differences in core-promoter type may underlie the non-canonical behavior of these E2F and Myc target genes. Most studies concerning E2F regulation use either well-characterized endogenous DRE-containing promoters [54], cell-cycle gene promoters that contain DREs [55], or engineered constructs with an *HSP70* TATA-type promoter [56]. Our data suggest that there may be another level of E2F (and possibly Myc) transcriptional regulation that is missed by using reporters such as these. This idea is supported by findings that an enhancer can be functionally linked to a specific core promoter in *Drosophila*[57], and that certain factors can stimulate DPE-dependent transcription and inhibit TATA-dependent transcription [58]. Future studies that involve reporter constructs with different types of core promoters (like those generated in [57] and [59]) will be necessary to verify and characterize this new level of regulation.

### A requirement for a tTAF in wing terminal differentiation

A previous report indicated that expression of *nht* (a tTAF) is restricted to the male germline [42]. It was surprising to find therefore, that *nht* may play a role in the proper timing of terminal differentiation in the pupal wing. However, *nht* expression had only been examined in embryos (0–24 h after egg deposition (AED)) and adults [42]. Newer modEncode transcriptome data found that *nht* transcription is undetectable until pupal stages of development [60], whereas the adult wing contains very few viable cells, due to developmentally regulated apoptosis that occurs immediately after eclosion [61]. We found that *nht*, as well as several other tTAFs including *mia* and *sa*, are expressed in the pupal wing. These results are based on microarray, RT-PCR and western blotting analyses, where possible (Figure 5). Our tTAF expression data do not contradict previous findings, therefore, but instead reveal somatic expression at a different stage of development.

*nht* mutants are viable but male sterile, consistent with their well-defined role in terminal differentiation of spermatocytes [42]. Although wing phenotypes associated with *nht* loss-of-function have not been reported, we used an inducible RNAi construct to inhibit *nht* function in the pupal wing. This acute knockdown approach revealed a dramatic wing hair differentiation phenotype that may be partially masked in *nht* mutants by compensatory changes in other TAFs. We also observed wing vein and abnormal wing-hair phenotypes in *nht* mutants (Figure 5). This genetic data demonstrates an unexpected role for *nht* in wing development. Our results suggest that non-canonical TAFs may play an important role in terminal differentiation of somatic tissues as well [62,63], including TAFs that were previously thought to be germline specific.

## **Conclusions**

The dynamic changes in gene expression during *Drosophila* wing terminal differentiation encompass approximately 50% of the protein coding genes in the genome, and are directed by combinatorial inputs from both enhancer sequences and the core-promoter type at individual genes. Our results suggest that a change in core promoter preference, likely mediated by a shift in expression of core promoter binding proteins, plays a much more significant role in modulating gene expression during metamorphosis than previously recognized.

## Methods

### Microarrays

For pupal wing microarray hybridizations, 10 pupal wings were dissected from *w*^*1118*^ animals (Bloomington Stock #3605) that had been raised on standard cornmeal/molasses media under uncrowded conditions (less than 50 larvae per vial) at 25°C. Wandering L3 was defined as wandering larvae at the gut half-empty stage (approximately 110 h AED). All pupae were staged from 0 h APF, defined as stiff white pre-pupae (approximately 120 h AED ± 20 min at 25°C). RNA was isolated from dissected tissues using Trizol (Invitrogen, Grand Island, NY), and cleaned using the RNAEasy Kit (Qiagen, Valencia, CA). RNA integrity was confirmed *via* agarose gel. Using 500–1,000 ng input RNA for each reaction, cDNA synthesis was performed with one subsequent round of T7-dependent linear RNA amplification, using the commercially available Message AmpTM kit from Ambion [40]. Amplified RNA was quantified via nanodrop, and its integrity confirmed *via* Bioanalyzer (Agilent, Santa Clara, CA). According to Nimblegen protocols (Madison, WI), 10 mg of RNA was subsequently labeled in a cDNA synthesis reaction and hybridized to Nimblegen 4-plex 60-mer *Drosophila* expression arrays ( http://www.nimblegen.com). 

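The deposited arrays held 4 independent samples of each stage from L3 to 24 h APF and 3 of 36 h APF, whose additional array carried RNA of samples B and D together. The spread between samples of 1 stage differed between named genes, and was largest for CG31178 at 24 h APF, with 5.58 ± 1.02 (SD, n = 4). HDAC3 had log2 values of 13.59 ± 0.07 (SD, n = 4) at L3, 12.78 ± 0.05 (SD, n = 4) at 6 h APF and 12.45 ± 0.02 (SD, n = 3) at 36 h APF, and fend, at a lower level, 9.72 ± 0.27 (SD, n = 4) at L3, 8.57 ± 0.19 (SD, n = 4) at 6 h APF and 8.51 ± 0.58 (SD, n = 4) at 24 h APF. The pooled array correlated with 36 h APF B at 0.976, with D at 0.979 and with C at 0.959 across transcripts, which are not independent replicates. It was left out of the tests, and when it was counted with the 36 h samples 10022 transcripts changed at 36 h APF.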

Hybridizations were repeated four times with independently obtained biological replicates to ensure maximal confidence in data reproducibility. NimbleScan software was used for array scanning and quantile normalization [64]. Gene calls were generated using the Robust Multichip Average (RMA) algorithm [65]. All arrays in this study were normalized together. MA plots of the array data, showing a linear relationship between intensity and average intensity post-normalization, is provided (see Additional file 10). 

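Correlations of log2 values across transcripts between samples of 1 stage were 0.992 to 0.998 at L3 and 0.966 to 0.977 at 36 h APF. They reached down to 0.971 at 18 h APF and 0.962 at 24 h APF, where 1 sample each stood apart. The first principal component held 41.0% of the variance, with L3 at its low end and 36 h APF at its high end. It did not follow time in between, since the 6 h samples, from -11.9 to 11.0, lay above the 18 h samples other than C. The second component, with 23.3%, set 6 h APF apart from the other stages. On the first component 18 h APF C lay at 9.72 and the other 18 h samples between -30.1 and -27.3, and 24 h APF B lay at 41.0 and the other 24 h samples between -9.50 and 5.56. Transcripts over 2-fold from the mean of the other samples of the stage numbered 1774 in 18 h APF C and 1813 in 24 h APF B, and 1109 to 1598 in the 36 h samples. They numbered 1335 in 24 h APF D and 990 in 6 h APF B, against at most 504 in the other 6 h samples. Among the named genes CG31178 was 7.09 in 24 h APF B and 4.89 to 5.28 in the other 24 h samples.

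**Figure D4:**
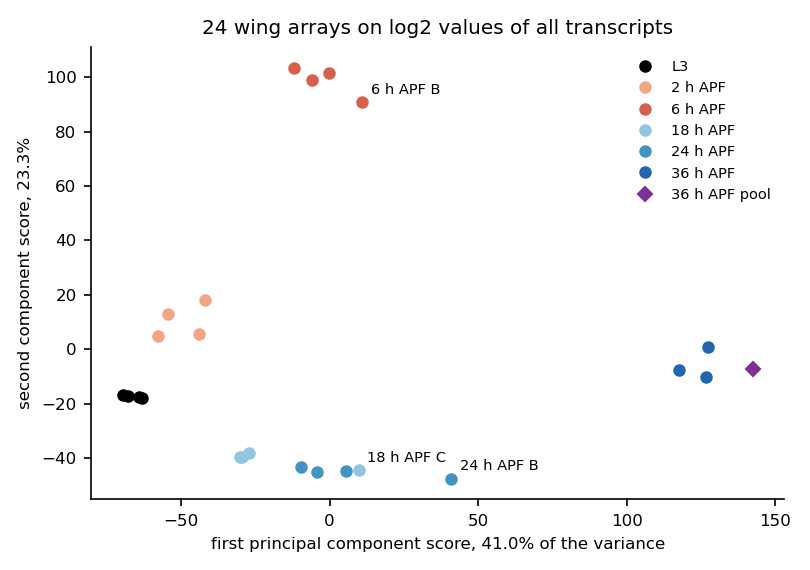
Scores of the 24 arrays on the first and second principal components of the log2 values of all transcripts, colored by stage, with the pooled 36 h array as a diamond. The 4 arrays of 6 h APF lie at the top, those of 36 h APF at the right, and 18 h APF C and 24 h APF B lie to the right of the other arrays of their stages, at 9.72 and 41.0.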

Statistically significant changes in gene expression (adjusted p < 0.05) were determined using ANOVA. The mean fold change for genes with significant changes was 2.2. 

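For the named genes past the test at 36 h APF the change ran from 1.29-fold for rdx to 20.5-fold for NaPi-III, with 9.91-fold for sle, 9.30-fold for LanA and 7.54-fold for Fatp1. The smallest falls there were those of HDAC3, at 2.21-fold, and Wdr24, at 2.83-fold. Over the 5 comparisons with L3 the limma test made 29017 calls. Their geometric mean was 2.55-fold, their median 2.01-fold and their arithmetic mean 4.88-fold. By time point the geometric mean was 2.04-fold at 2 h APF, 2.58-fold at 6 h APF, 2.23-fold at 18 h APF, 2.36-fold at 24 h APF and 3.03-fold at 36 h APF. Averaged over the largest change of each transcript, it was 3.15-fold.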

Approximately half of the genes exhibited fold changes > 2, and half exhibited less than a 2-fold change. 

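At 6 h APF LanA and NaPi-III each differed from L3 by 3.78-fold, sle by 4.56-fold and fend by 2.21-fold, while the other named genes past the test, Uba1, mio, Fatp1, HDAC3, His4r, rdx, Wdr24 and CG16974, stayed under 2-fold, with 1.99-fold for Uba1 and 1.33-fold for CG16974. CG16974 did not pass with slide as a block (adjusted p = 0.096 from limma), nor Wdr24 under cyclic loess (adjusted p = 0.094) or with the pooled array (adjusted p = 0.059). Of the 29017 calls over the whole array 14638 (50.4%) were over 2-fold. The share was 34.6% at 2 h APF, 49.3% at 6 h APF, 42.7% at 18 h APF, 46.5% at 24 h APF and 62.7% at 36 h APF. Counted by transcript, 63.0% of the 11789 changed transcripts had a change over 2-fold at one time point or more.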

We also compared our results to previously published RT-PCR and microarray data where similar pupal wing stages were possible (Additional file 11) [66].

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus. The GEO Series accession number is GSE36015.

#### *Drosophila* lines

The following lines were used in this study: *w*^*1118*^ (Bloomington Stock, #3605), *nht*^*z5347*^*/nht*^*z5946*^ , Df(2 L)A263 (Bloomington Stocks #25159, 6062 and 25160), *engrailed*-Gal4, UAS-GFP; *tub*-Gal80^TS^ (*engrailed*-Gal4, UAS-GFP from [67], *tub*-Gal80^TS^ from [5]), UAS-*nht*^RNAi^ (Vienna *Drosophila* RNAi Collection, stock #10351). For experiments using the temperature-sensitive (TS) Gal80 system, animals were shifted from 18°C to 28°C at the indicated times.

### Gene expression clusters

Genes differentially expressed at one or more time points compared to the wandering L3 reference sample (> 1.5-fold) were grouped into 30 clusters using the k-means clustering algorithm with Euclidean distance in the Genesis program ( http://genome.tugraz.at). 

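Of the named genes 14 met this threshold, and the 3 that did not were CG16974, Dyrk3, a protein kinase, and SuUR, whose log2 fold changes at 36 h APF were -0.24, 0.12 and -0.15. The threshold was met by 10256 transcripts, 66.3% of the array. Without the test, 13406 transcripts had a change of at least 1.3-fold at one or more time points.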

Hierarchical clustering was also performed in Genesis to generate heat maps showing transcript changes (log_2_ ratio of expression compared to L3 reference) for all transcripts with a fold-change ≥ 1.3 (> log_2_ ± 0.4) at one or more time points. For the gene expression heat map of 30 k-means clusters shown in Figure 3, the average expression for all genes within the indicated cluster at the indicated time point is shown.

### Western blotting, RT-PCR, and histology

Western blots using 10 wild-type *Drosophila* pupal wings at the indicated stages were performed as described [68]. Blots were incubated with primary antibodies directed against acetylated histone H4 (1:2000; Millipore, Billerica, MA), BEAF (1:200; Developmental Studies Hybridoma Bank (DSHB)), Sa (1:100; kindly provided by Dr. M. Fuller), Mia (1:100; a kind gift from Dr. D. Wassarman). Appropriate horse-radish peroxidase-conjugated secondary antibodies were used at 1:2000 and detected using enhanced chemiluminescence reagents (GE Healthcare, Piscataway, NJ). For RT-PCRs, 10 dissected wings of the indicated stages were homogenized in Trizol for RNA isolation and clean up using the RNAeasy kit (Qiagen) with DNAse treatment to remove genomic DNA. RNA was quantified using a nanodrop, integrity was confirmed using gel electrophoresis, and 500 ng was used for cDNA synthesis *via* the oligo-dT primed, Superscript III kit (Invitrogen). PCR was carried out using 1/10 of the cDNA reaction using Go Taq (Promega, Madison, WI), with 35 amplification cycles. Primers for *mia* are available upon request. Mock reactions without RT (−RT in Figure 5) were carried out to ensure PCR products were not from genomic DNA contamination.

Pupal wings of the indicated stages were fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS) and stained using a primary antibody directed against DE-cadherin (DSHB) and an Alexa-fluor 568 secondary antibody as described [5]. Pupal wings were stained for nuclei using Hoechst 33258 at 0.5 μg/mL in PBS, or F-actin using Rhodamine-labeled phalloidin diluted 1:200 in PBS (Molecular Probes). For F-actin staining, wings were not exposed to detergent. Confocal images of pupal wings were taken using a Zeiss LSM510 confocal microscope at 20× and Zeiss AIM software.

Adult wings were dehydrated in 100% ethanol, placed in methyl salicylate (Sigma, St. Louis, MO) for 10 min, and permanently mounted and flattened in Canada balsam and methyl salicylate (1:1) (Sigma). Adult wings were photographed under brightfield conditions on a Leitz Orthoplan2 at 10-20× magnification, using a Nikon DS-Vi1 color camera and Nikon NIS Elements software.

### Flow cytometry

Twenty wild-type *Drosophila* wings of the indicated stages were dissected, dissociated in a trypsin/PBS solution and stained for DNA using Hoechst 33342 as described [69]. Dissociated cells were analyzed using a FACS Vantage Cytometer (BD) with CellQuest software. At least 20,000 cells were measured to generate cell-cycle histograms.

### Motif analysis

Fimo [70] was used (at p < 0.0001) to identify the locations of relevant DNA-binding motifs (Additional file 6 includes all PSSMs used. Additional file 5 shows custom motifs added to the FLYREG dataset). Core promoter (CP) motif PSSMs have been described [36]. For all genes, Fimo scans were performed independently at the core promoter (−60 to +40 bp), and across the extended promoter region (−1 kb to −1 bp) of all genes.

To identify motifs that were enriched or depleted in given gene clusters, the sum of all motif occurrences for each cluster was calculated. Permutation tests were then performed to determine the significance of seeing that many motif occurrences at random in a cluster with ‘n’ genes where ‘n’ equals the number of genes for each cluster. For each permutation test, ‘n’ genes were randomly chosen to form a random cluster. The sum of each given motif’s occurrence in a randomly selected set was recorded. One thousand such permutations were performed to calculate the mean and standard deviation of motif occurrences in randomly selected clusters of ‘n’ genes. From the distribution of motif occurrences, a z-score was calculated to express the enrichment or depletion of a given motif in a real cluster of genes compared with randomly-chosen clusters of equal size. A threshold z-score of |3| was chosen as significant for enrichment or depletion of motifs. Permutation tests were performed to calculate z-scores for each cluster and motif combination.

### Gene ontology analysis

Gene ontology terms were obtained from FlyBase ( http://www.flybase.org). For each cluster of genes, the enrichment of functional terms associated with that cluster was calculated using the hypergeometric distribution, which calculates the probability of randomly drawing ‘b’ genes with a given functional term from among all ‘N’ genes in the genome, given that there were ‘n’ genes in the cluster (the number of draws from the genome) and ‘B’ total genes with that annotation in the entire genome.

### Validation of cluster motif enrichment

Hypergeometric probabilities were calculated using the hypergeometric distribution. In our case: (1) the population size equals the total number of genes on our microarray platform, (2) the number of successes in the population is the total number of genes that are represented in both our dataset and the published dataset under comparison, (3) the sample size is the total number of genes in each cluster (for which there is data in the published dataset under comparison), and (4) the number of successes in the sample equals the total number of genes in that cluster that are validated as significantly changed by the treatment or transcription factor under study in the published dataset under comparison. A p-value less than 0.05 indicated a significant overlap.

## Abbreviations

ANOVA: Analysis of variance; APF: After puparium formation; CP: Core promoter; DRE: DNA replication-related element; FACS: Fluorescence activated cell sorting; FIMO: Find individual motif occurrences; GO: Gene ontology; L3: Larval instar stage 3; MEME: Multiple em for motif elicitation; PBS: Phosphate-buffered saline; PSSM-: Position specific scoring matrix; RNAi: RNA interference; SAGE: Serial analysis of gene expression; TAFs: TBP-associated factors; TBP: TATA binding protein; TS: Temperature sensitive; TSS: Transcriptional start site; tTAF: Testes-specific TAF.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

DDO, LAB, and BAE conceived of the project. DDO, SRT, and LAB performed the experiments, analyzed the data, and wrote the manuscript. KB and EG assisted with experiments in Figure 5. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **The final cell cycle in the*Drosophila*wing.** Pupal wings at the indicated hours after pupa formation (h APF) were either fixed, stained and photographed as described [67] or exposed to Bromodeoxyuridine (BrdU) for S-phase labeling for 1 h prior to fixation, as described [67]. Primaray antibodies directed against Elav (1:100, DSHB) to detect postmitotic neurons; BrdU (1:100, Becton Dickinson); *Drosophila* Cyclin A (CycA) to detect cells in G2; and phospho-Ser10-histone H3 (PH3) (1:4,000, Upstate) to detect mitotic chromatin, were used. Wings showed very few to no S-phases or mitoses after 24 h APF. G2 phases, as indicated by high levels of CycA, were only observed in the anterior margin of the wing at 24 h APF. Click here for file

Additional file 2 **Gene-expression changes in the wing during terminal differentiation.** A gene expression heat map shows log_2_ changes in gene expression at the indicated time points (wing tissue from the late third larval instar was used as the reference sample). Genes were organized into 10 groups by the Self-organized Mapping (SOM) clustering method using the program GENESIS and organized by similarity. Each row corresponds to a single gene and each column represents an individual time point. Expression values are color coded according to the legend at the top. Click here for file

Additional file 3 **K-means clustering of genes that exhibit changes in expression during wing differentiation.** K-means clustering with Euclidean distance (*via* the Genesis program) was used to group genes into 30 clusters based on temporal similarities in their expression profiles (see Materials and Methods). The normalized log_2_ expression level for each gene in the cluster is plotted as a function of time (x-axis) in grey. The magenta line represents the average expression of all the genes within the cluster. Click here for file

Additional file 4 **GO-term enrichments are not shared by co-regulated clusters.** The 30 k-means clusters were sorted based on enrichment for 118 listed gene ontology (GO) terms. Each column represents a single cluster and each row represents a single GO term. The presence of a dot indicates enrichment for the indicated term of at least p < 0.001. The size of the dot is inversely correlated with the p-value. At the bottom is shown a gene-expression heat map for the wing developmental time course. Expression levels represent the average of all genes within each cluster. Developmental stages are indicated. Click here for file

Additional file 5 **Additional motifs for enhancer analysis.** We added custom motifs to the FLYREG motif set for the factors listed. Motifs for Myc, EcR/USP, Trl were obtained by performing MEME analysis on target genes described in [11,12] and [13], respectively. A *Drosophila* E2F motif was derived *via* consensus between two identified *Drosophila* E2F binding sites [6]. The generated Trl motif was compared to the previously obtained Trl motif in the FLYREG database *via* TOMTOM, which resulted in the indicated q-value. The starvation-responsive E-box motif is from [15]. The custom Medea motif was obtained by MEME analysis of confirmed Dpp target genes in the wing (DOK and LAB, manuscript in preparation). Click here for file

Additional file 6 Excel file containing position-specific scoring matrices (PSSM) for all motifs used in this analysis. Click here for file

Additional file 7 **Expression data for core promoter binding proteins, general transcription components, and TBP-associated factors (TAFs).** Hierarchical clustering (Genesis software) was used to sort 72 genes with predicted functions in basal transcription processes, based on their temporal patterns of gene expression. Each row corresponds to a single gene and each column represents an individual time point. Expression values (log_2_) are color coded according to the legend at the top. Click here for file

Additional file 8 **Manipulation of specific general transcription components and TBP-associated factors affects terminal differentiation in the wing.** Using *apterous-Gal4* in combination with *tubulin-Gal80*^*TS*^, RNAi transgenes for *TFIIAS-2, bip, beaf*, and *nht* (from VDRC) were expressed in the dorsal wing from the second larval instar until eclosion. The same experimental protocol was also used to overexpress *Dref*. Compared to controls (*w*^*RNAi*^), effects in wing growth, wing elongation, vein formation, and cuticle integrity were observed when these genes were manipulated. Two *nht* EMS alleles were put in trans to assess effect of *nht* loss of function on wing development. Fifty percent of *nht*^*z5347*^*/nht*^*z5946*^ males exhibited a mild ectopic vein phenotype (arrowheads). Two examples are shown. Panel at right is a 20x magnification of the left panel. Click here for file

Additional file 9 Published studies showing wing differentiation-specific functions for components of the basal transcriptional machinery. Click here for file

Additional file 10 **MA plots of normalized microarray data.** NimbleScan software was used for array scanning and quantile normalization. All arrays in this study were normalized together. MA plots of the array data, show a roughly linear relationship between intensity and average intensity post-normalization. 

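An MA plot sets the log2 difference between 2 arrays against their mean log2 value, so that a trend shows a difference that depends on brightness. For each of the 23 independent arrays the difference from the mean of the other arrays of its stage was fitted on the mean of both. The slopes lay between -0.03, for 24 h APF B, and 0.03, for 24 h APF E. With the transcripts split by mean value into 3 equal parts, the median difference ranged from -0.19, for the middle part of 18 h APF C, to 0.13. The spread of the differences had a median SD over arrays of 0.49 among the dimmest transcripts and 0.23 among the brightest.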

Click here for file

Additional file 11 **Comparisons between our microarray data and published expression fold changes(*via*qPCR) concerning similar stages of wing development.** Click here for file

# Supplementary material for: Combinatorial control of temporal gene expression in the Drosophila wing by enhancers and core promoters
**Source:** BMC Genomics. 2012 Sep 20;13:498. doi: 10.1186/1471-2164-13-498
**Supplement:** Additional file 5 — Additional motifs for enhancer analysis. We added custom motifs to the FLYREG motif set for the factors listed. Motifs for Myc, EcR/USP, Trl were obtained by performing MEME analysis on target genes described in [11,12] and [13], respectively. A Drosophila E2F motif was derived via consensus between two identified Drosophila E2F binding sites [6]. The generated Trl motif was compared to the previously obtained Trl motif in the FLYREG database via TOMTOM, which resulted in the indicated q-value. The starvation-responsive E-box motif is from [15]. The custom Medea motif was obtained by MEME analysis of confirmed Dpp target genes in the wing (DOK and LAB, manuscript in preparation).

Additional Motifs

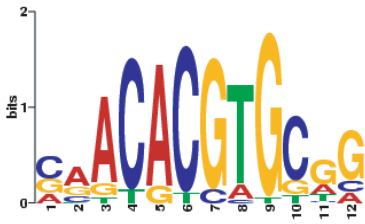

myc

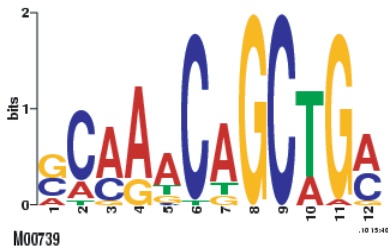

starvation response
E-box

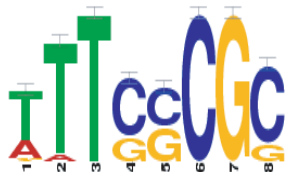

E2F
transfac

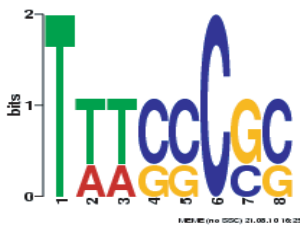

E2F
Drosophila

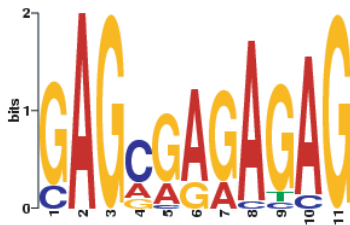

Trl
q.val. 1.9e-3

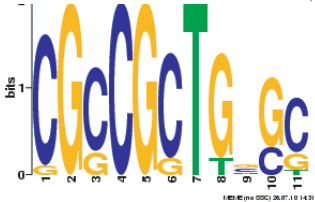

med

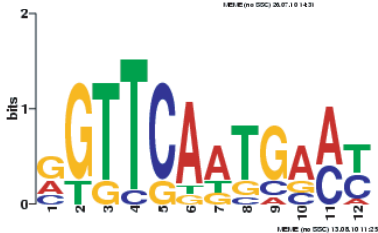

EcR/USP

# Supplementary material for: Combinatorial control of temporal gene expression in the Drosophila wing by enhancers and core promoters
**Source:** BMC Genomics. 2012 Sep 20;13:498. doi: 10.1186/1471-2164-13-498
**Supplement:** Additional file 9 — Published studies showing wing differentiation-specific functions for components of the basal transcriptional machinery.

**Additional Table 2 Published studies showing wing differentiation-specific functions for components of the basal transcriptional machinery**

| gene | reference |
| --- | --- |
| *kto* | Terriente-Felix et al., 2010 |
| *Med10* | Terriente-Felix et al., 2010 |
| *Med20* | Terriente-Felix et al., 2010 |
| *Med25* | Terriente-Felix et al., 2010 |
| *Med27* | Terriente-Felix et al., 2010 |
| *Med30* | Terriente-Felix et al., 2010 |
| *Med15* | Terriente-Felix et al., 2010 |
| *Taf6* | Aoyagi and Wassarman 2001 |
| *Taf1* | Wassarman et al., 2000 |
| *Bip2* | Prince et al., 2008 |

# Supplementary material for: Combinatorial control of temporal gene expression in the Drosophila wing by enhancers and core promoters
**Source:** BMC Genomics. 2012 Sep 20;13:498. doi: 10.1186/1471-2164-13-498
**Supplement:** Additional file 10 — MA plots of normalized microarray data. NimbleScan software was used for array scanning and quantile normalization. All arrays in this study were normalized together. MA plots of the array data, show a roughly linear relationship between intensity and average intensity post-normalization.

Additional Figure 7

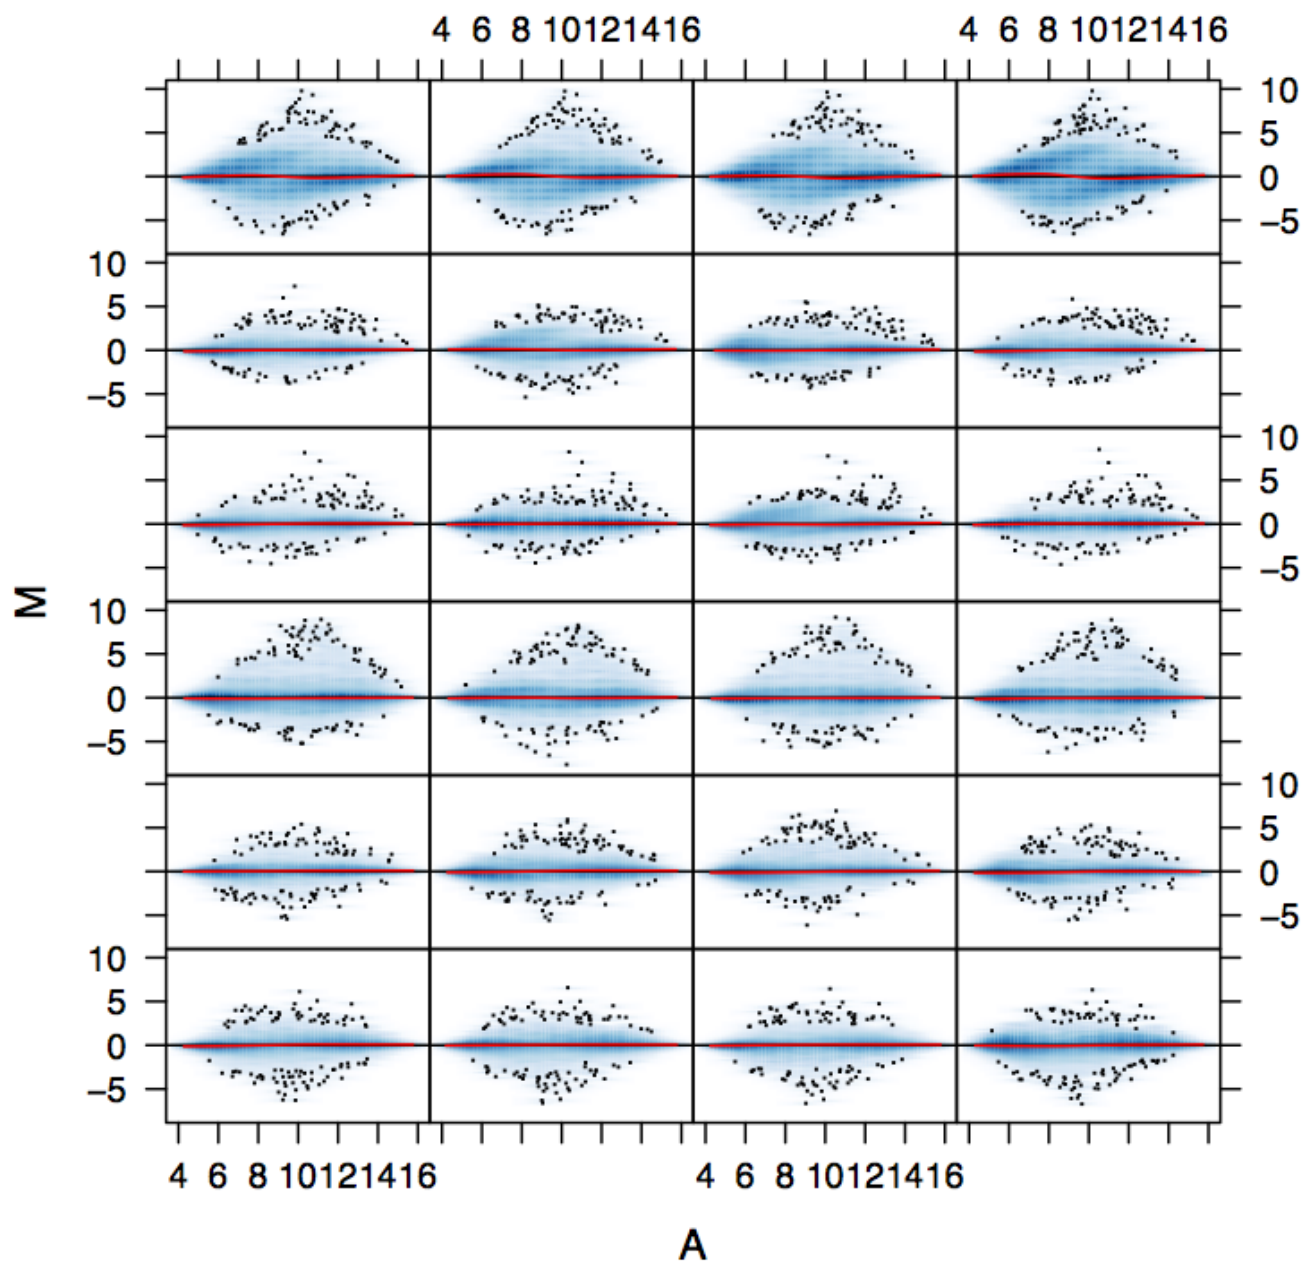

MA Plots of normalized array data. Rows indicate timepoints from late (top) to early (bottom) of L3, 2hr APF, 6 hr APF, 24h APF, and 36h APF (top). Columns are biological replicates for each timepoint.

# Supplementary material for: Combinatorial control of temporal gene expression in the Drosophila wing by enhancers and core promoters
**Source:** BMC Genomics. 2012 Sep 20;13:498. doi: 10.1186/1471-2164-13-498
**Supplement:** Additional file 11 — Comparisons between our microarray data and published expression fold changes(viaqPCR) concerning similar stages of wing development.

**Additional Table 3 Comparisons between our microarray data and published expression fold changes (*via* qPCR) concerning similar stages of wing development**

| **Gene** | **40/24 h APF [66]** | **36/24 h APF (our array)** | **36/24 h APF [68]** |
| --- | --- | --- | --- |
| *CG13209A* | 6.87 | 4.92 |  |
| *CG1869* | 56.1 | 2.64 |  |
| *CG8213* | 393.4 | 68.6 |  |
| *Fkbp13* | 5.31 | 3.25 |  |
| *dy* | 760.1 | 78.8 |  |
| *f* | 1.72 | 8.50 |  |
| *stg* | 1.57 | -6.01 | -3.58 |

How the deposited data were processed for this re-analysis (not part of the article)

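RNA of dissected wings of w1118 flies was measured on 24 NimbleGen expression arrays at late L3 and at 2, 6, 18, 24 and 36 h APF, with 4 independent samples per stage, 3 at 36 h APF, and 1 array of RNA pooled from samples B and D of 36 h APF. The labels and the paper describe the samples as independently obtained, so the p-values measure the spread between separate samples of wings. Samples were grouped by their titles and descriptions, which differ from a stage field of the labels for 14 arrays.

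The authors scanned the arrays and quantile normalized all of them together with NimbleScan, and made 1 linear intensity per transcript with RMA, which the submitters' processing notes also name. The version of RMA, the genome build and the annotation release behind the transcripts are not given in the sources used here. The deposited files of single samples hold these intensities for 15473 transcripts. A table of the whole series, also deposited, holds them on the log2 scale for 15469 transcripts, with the 4 L3 columns in each other's place, and was used as an alternative. RMA and quantile normalization force the arrays to similar distributions, so a change in the total amount of RNA cannot be seen, and differences of dim transcripts near background are compressed. The files give no background or detection call, and the number of arrays limits the precision.

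Log2 values were computed from the deposited intensities and fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) over the 23 arrays of independent samples, with 1 mean per stage. Each later stage was compared with L3, and 36 h with 24 h APF, at a Benjamini-Hochberg adjusted p under 0.05 over all transcripts of a comparison. The paper's methods name an ANOVA with an adjusted p under the same threshold. No transcript was filtered out. Transcripts past the test with a change over 1.5-fold were clustered by k-means with Euclidean distance at 30 clusters, from 25 random starts. A peak or dip at 6 h APF was a change over 3 on the log2 scale that passed the test and exceeded the change of the same direction at 2 and 18 h APF. Figures were drawn with matplotlib 3.10.9.

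The test was checked on simulated data with the spread of the real transcripts. For 2 h APF against L3, with 15473 transcripts in the fit, it recovered 26.9% of 67 transcripts changed by 1.5-fold, 53.7% of 67 changed by 2-fold and 92.4% of 66 changed by 4-fold, with 9 false calls. For 36 h APF against L3 it recovered 17.9%, 49.3% and 87.9% of transcripts changed by the same folds, with 3 false calls. Far fewer transcripts were changed in the simulation than were called in the data. Its Benjamini-Hochberg cutoff was therefore stricter, and these recovered shares do not carry over to the real comparisons.

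The rule for named genes, written before the data were examined, took the 10 rising and 10 falling genes of largest fold at 36 h APF against L3 among transcripts past the test whose arrays did not overlap, the 5 rising and 5 falling for each other comparison, the genes the paper names on expression, and the leading members of 24 gene lists. The files carry FlyBase transcript identifiers without gene names. Through the synonyms of a Release 6 gene table 17 transcripts named a single gene, 27 named several genes and were not named, and 15429 stayed unnamed. All 17 were therefore described, whatever their values, in place of the rule. The gene lists, the motifs of core promoters and enhancers, alternate transcripts of a gene, counts of genes in place of transcripts and the fold changes of Additional Table 3 need names or transcript start sites of the array's annotation, and were not analysed here. No coordinates are given, since the build of the array's design is not known.

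The alternatives set before the data were examined were the pooled array kept as a sample, slide as a fixed or a random block, position on the slide and the replicate letter as blocks, an ANOVA without moderation, F tests over all stages, fold thresholds of 1.3, 1.5 and 2, fits of only the stages compared, dim transcripts left out, array medians centred again, cyclic loess, the deposited log2 table, a trended and robust eBayes, each array left out in turn, 26 and 40 clusters, and a peak threshold of 2 on the log2 scale. After the data were seen, a fit without the 3 arrays that stood apart from their stages, the Bonferroni adjustment, the arithmetic mean of the folds and the largest change of each transcript were added.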

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

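The tests of the arrays 18 h APF C and 24 h APF B, and of a lower limit on falls, were chosen only after the result was seen. An array was singled out where its gap to the nearest of the 4 of its stage, over their whole range, passed Dixon's 95% critical value. Chance singles out about 1 in 20 groups, or 5.25 of the 105 groups tested over 4 measures of the arrays and 17 genes, and 5 were found. The median log2 value of L3 1 was 9.28, and those of the other L3 arrays were 9.43 to 9.45. NaPi-III was 12.04 in L3 2 and 11.99 to 12.00 in the other L3 arrays. SuUR was 11.94 in 2 h APF C and 11.53 to 11.56 in the others of its stage, and His4r was 9.92 in 6 h APF B and 10.28 to 10.36 in the others. On the first principal component 18 h APF C lay at 9.72.

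18 h APF C departed from its stage together with 24 h APF B. Their deviations from the other arrays of their stages correlated at 0.78 across transcripts, and 986 transcripts were over 2-fold higher on both, 106 over 2-fold lower on both and 3 moved in opposite directions. RNA or wings of 36 h APF are argued against by the 312 and 253 transcripts over 8-fold higher at 36 h APF than in the other arrays. They gave median shares of -0.170% and 0.334% of 36 h RNA, where the shared rises that were higher at 36 h APF would need 103% and 119%. Those were 983 and 977 of the 986 shared rises, whose median log2 difference between 36 h APF and L3 was 1.47. The test bears only on added 36 h RNA or wings, not on other reasons for this overlap with 36 h APF. Both arrays lay on the same slide. An effect over that whole slide is argued against by the slopes of its other arrays on the shared deviation. They were 0.06 for L3 2 and 0.19 for 36 h APF B. An effect on part of the slide stays open, since 18 h APF C and 24 h APF B lay at neighbouring positions. In 6 h APF B, which lies on another slide, the 986 transcripts deviated upward too, by a median of 0.70 on the log2 scale. RNA of another source on these arrays cannot be told apart: it may bring the rises, and as it would dilute the same wing transcripts on both arrays, the 106 shared falls do not exclude it.

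At 6 h APF 400 transcripts rose and 126 fell by over 8-fold against L3. At 36 h APF 527 transcripts fell and 474 rose by over 8-fold from the same L3 values, so the array can show many such falls. This does not exclude a lower limit on how far a value can fall from its L3 level, because transcripts that start low have less room. Transcripts with a peak at 6 h APF had a median L3 log2 value of 7.86, and those with a dip 11.67. A single array is argued against, since with each 6 h array left out in turn the rises were at least 3.05 times the falls. The response to ecdysone that the paper proposes for this stage was not tested, because its target genes have no names on the array.

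Direction differed between time points for 381 transcripts that rose at 6 h APF and fell at 36 h APF and for 288 that fell at 6 h APF and rose at 36 h APF, each past the limma test against L3 at both times and between the 2 times. The array of pooled 36 h RNA is not described in the paper's text. On it 97.4% of the transcripts called changed at 36 h APF moved in the called direction against L3. These calls used samples B and D, whose RNA it repeats, and the same L3 arrays, so a high share follows largely by construction. Of all transcripts 92.6% were within 2-fold of the mean of B and D on the pooled array. The share was 89.7% for sample C against that mean and 89.9% for B against D, only a little lower.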

How the results depend on the processing

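The Bonferroni adjustment, the arithmetic mean and the fit without 3 arrays were chosen after the data were seen. Of 306 alternative values of counts and summaries 284 were counted as within 1.5 times the reported value, leave-one-out values included. The values for 26 and 40 clusters were counted among the rest without this rule, though both lie within 1.5 times the 83.6% for 30 clusters. Requiring a change over 2-fold left 1145, 3262, 1804, 2537 and 5890 transcripts from 2 to 36 h APF, 4065 between 24 and 36 h APF and 7432 (48.0%) at one or more time points, fewer by construction. The Bonferroni adjustment, which is stricter, left 627, 2657, 1025, 1758 and 3836, 2175 between 24 and 36 h APF and 5288 (34.2%) at one or more, with a mean of 4.75-fold and 88.7% over 2-fold. The arithmetic mean was 4.88-fold, a peak or dip over 2 on the log2 scale was found for 1063 transcripts, and 26 and 40 clusters held 82.5% and 85.5% of the variance. With single arrays left out the counts were 2666 to 3264 at 2 h APF, 6094 to 6479 at 6 h APF, 3584 to 3913 at 18 h APF, 4889 to 5363 at 24 h APF and 8503 to 8956 at 36 h APF, 6742 to 8365 for 36 against 24 h APF, 11126 to 11997 at one or more time points and 470 to 508 for the peak or dip. Without 18 h APF C, 24 h APF B and 6 h APF B they were 3866, 6758, 4070, 5458 and 9855, and 8675 for 36 against 24 h APF, with 3273, 6243, 3717, 4975, 9345 and 7501 transcripts shared. Of 570 alternative values of named genes 548 kept their direction and side of the threshold, 11 lost the call, 3 gained it and 8 changed sign, all of them past the test under neither setting: Dyrk3 at 6 h APF with medians centred again (-0.0354), and at 36 h APF His4r with the pooled array (-0.44) and SuUR (0.28) and kis (0.13) under cyclic loess, with single arrays left out giving -0.14 to 0.26 for His4r, -0.386 to 0.0652 for SuUR and -0.190 to 0.0243 for kis. Centring the array medians again moved the median fold change of all transcripts to -0.11 at 2 h APF and -0.14 at 6 h APF, where 41.3% and 37.0% of the changed transcripts rose against 50.9% and 44.0%, and 50.2% and 50.0% under cyclic loess; for 36 against 24 h APF 48.6% rose, and 46.0% under cyclic loess, against 40.9%. At 18 and 24 h APF centring gave 40.1% and 42.0% against 47.6% and 50.9%. At 36 h APF 41.7% rose with dim transcripts left out and 36.4% under Bonferroni (1397 rises and 2439 falls) against 49.3%. With a replicate block of the sample letters over the pupal stages 5600 transcripts changed between 24 and 36 h APF; the letters were not taken as pairs, since deviations of the 29 pairs of the same letter correlated from -0.55 to 0.36. Signal over background was not in the files. Gene lists, motif shifts, alternate transcripts, counts by gene and Additional Table 3 were not run for want of gene names.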

Differences from the paper's values

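The counts of the paper's Fig. 1D and those here are of transcripts at an adjusted p under 0.05, and the paper's text does not name its adjustment. At 2 h APF 3312 transcripts changed, where the paper's Fig. 1D gives about 940, read by eye. Of the alternatives set before the data were examined, only a change over 2-fold, with 1145, came within 1.5 times of it. At 6 h APF the count was 6621 against the paper's about 4000 in Fig. 1D. Leaving out dim transcripts (5791) and requiring a change over 1.5-fold (5238) or 2-fold (3262) came within 1.5 times, and the others, arrays left out in turn included, did not. At 18 h APF it was 4225 against the paper's about 1600 in Fig. 1D, and at 24 h APF 5459 against the paper's about 2700 in Fig. 1D, and for both only a change over 2-fold, with 1804 and 2537, came within 1.5 times. The Bonferroni adjustment, chosen after seeing the values, came within 1.5 times at 2 h APF, with 627, and how many of the paper's own calls it drops could not be counted, since their lists were not used here. The paper reports a mean of 2.2-fold and many changes under 2-fold, so a 2-fold threshold is not what it describes for any of its counts. Under Bonferroni the mean was 4.75-fold and 88.7% of the calls were over 2-fold, both far from the paper's description.

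The share of transcripts changed at one or more time points was 76.2% of the array, and the paper gives approximately 50% of the genome. Slide (74.6%) or position (74.7%) as a block, cyclic loess (74.9%) and fold thresholds of 1.3 (74.0%), 1.5 (66.3%) and 2 (48.0%) came within 1.5 times. The pooled array included, a random slide block, the ANOVA without moderation, fits of only the stages compared, medians centred again, the deposited log2 table and the trended and robust eBayes did not. As the paper's share is approximate, this line parts nearly equal values. They include 74.9% under cyclic loess and 75.2% in the ANOVA without moderation. The share depends on the whole that it is taken of, and the paper's whole was not checked. The paper's 8338 would be 53.9% of the 15473 transcripts on the array, and 11789 is 1.41 times 8338. As counts, the alternatives gave 8576 when dim transcripts were left out, 11592 and 11326 under the F tests and 11126 to 11997 with single arrays left out. At 36 h APF 9400 transcripts changed against the paper's 6855. The paper's text calls both 6855 and 8338 numbers of genes, while its Fig. 1D counts transcripts. The alternatives set before the data were examined ran from 5890 with a change over 2-fold to 10022 with the pooled array. Leaving out dim transcripts gave 6984, the nearest of them. The Bonferroni adjustment, chosen after seeing the values, gave 34.2%, within 1.5 times, but the paper's gene lists that would show what it drops were not used here.

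The paper describes 1 cluster with a strong dip at 6 h APF. Among the 30 clusters computed here none had its lowest mean at 6 h APF under -3 on the log2 scale, and the nearest was a cluster of 91 transcripts with a mean of -2.55, although 100 single transcripts had such a dip.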

Other observations

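The test of 36 against 24 h APF was set before the data were examined, and the course of sle, Uba1 and mio was picked out only after their values were seen, as were the tests on separate 6 h arrays and on calls of the other slides. Between 24 and 36 h APF, stages both dissected without notum, 2 of the 17 named genes rose, 10 fell and 5 did not pass the test. The transcript of sle was at 11.74 ± 0.22 (SD, n = 4) at 24 h APF and LanA at 10.48 ± 0.75 (SD, n = 4), and the named genes of the GATOR2 complex, mio and Wdr24, stood at 9.59 ± 0.36 and 12.17 ± 0.28 (SD, n = 4). Over the array 7744 transcripts (50.0%) changed, 3171 upward and 4573 downward, with a smaller excess of falls when medians were centred again (3712 and 3932) or under cyclic loess (3301 and 3870) and a larger one with dim transcripts left out (1992 and 4028) or only the 2 stages fitted (1833 and 3464). With slide as a block it was 7645, and of transcripts called on the other slides alone 83.0% to 96.8% moved in the called direction on the 3 slides that held both stages, against 72.3% to 82.1% of all transcripts, with the lowest shares on the slide of 24 h APF B.

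The named genes sle, Uba1 and mio each fell from 2 to 6 h APF, rose to 18 h APF and fell again by 36 h APF, each step past the limma test. On the array 1427 transcripts followed this course and 758 its mirror image, rdx among them. The median log2 fold changes of the 1427 against L3 were -0.22, -1.17, -0.14, -0.37 and -1.37 from 2 to 36 h APF. Differences between slides are argued against: of 775 transcripts that showed the course on the arrays of the other slides, 99.6% and 98.97% fell and rose again within the 2 slides that held all 3 stages. Loss of the notum between 6 and 18 h APF cannot be told apart. With the fall and the rise taken from separate 6 h arrays, a rise of over 2-fold to 18 h APF was at least 8.65 times as frequent after a fall of over 2-fold as after a smaller move, but a fall in notum cells alone, followed by their removal, would give such an excess too. The pause of cell divisions at 6 h APF that the paper describes also stays open, untested, because genes of the cell cycle have no names on the array.

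Whether other groupings of the same arrays give as many changed transcripts was counted for each comparison. For 2, 6, 18 and 24 h APF against L3, 1 of 35 groupings, the real one, reached the 3312, 6621, 4225 and 5459 transcripts. The highest other gave 1, 3, 1 and 2. A grouping that mixes stages puts the stage difference into the spread, so its few calls follow by construction. At 36 h APF it was 1 of 35, with 9400 transcripts and 6631 for the highest other, which parts the stages except for 1 L3 array. For 36 against 24 h APF it was 1 of 35, with 7744 and 7221 for the highest other, which moves only 24 h APF B to the 36 h group and points to the place of that array among its stage. Of 100 groupings of all 23 arrays, 99 of them drawn at random, 1 reached the 11789 transcripts changed at one or more time points, and the highest other gave 4789. In each of these counts the real grouping was the highest, but a share of 1 in 35 or 1 in 100 does not exclude chance.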
